# Enhanced meningeal lymphatic drainage ameliorates lipopolysaccharide-induced brain injury in aged mice

**DOI:** 10.1186/s12974-024-03028-4

**Published:** 2024-01-30

**Authors:** Hongquan Dong, Xiaonan Dai, Yin Zhou, Chonglong Shi, Piplu Bhuiyan, Zhaochu Sun, Nana Li, Wenjie Jin

**Keywords:** Sepsis-associated encephalopathy, Meningeal lymphatics, Lymphatic endothelial cells, VEGF-C, Neuroinflammation

## Abstract

**Background:**

Sepsis-associated encephalopathy (SAE) is an acute cerebral dysfunction caused by sepsis. Neuroinflammation induced by sepsis is considered a potential mechanism of SAE; however, very little is known about the role of the meningeal lymphatic system in SAE.

**Methods:**

Sepsis was established in male C57BL/6J mice by intraperitoneal injection of 5 mg/kg lipopolysaccharide, and the function of meningeal lymphatic drainage was assessed. Adeno-associated virus 1-vascular endothelial growth factor C (AAV1-VEGF-C) was injected into the cisterna magna to induce meningeal lymphangiogenesis. Ligation of deep cervical lymph nodes (dCLNs) was performed to induce pre-existing meningeal lymphatic dysfunction. Cognitive function was evaluated by a fear conditioning test, and inflammatory factors were detected by enzyme-linked immunosorbent assay.

**Results:**

The aged mice with SAE showed a significant decrease in the drainage of OVA-647 into the dCLNs and the coverage of the Lyve-1 in the meningeal lymphatic, indicating that sepsis impaired meningeal lymphatic drainage and morphology. The meningeal lymphatic function of aged mice was more vulnerable to sepsis in comparison to young mice. Sepsis also decreased the protein levels of caspase-3 and PSD95, which was accompanied by reductions in the activity of hippocampal neurons. Microglia were significantly activated in the hippocampus of SAE mice, which was accompanied by an increase in neuroinflammation, as indicated by increases in interleukin-1 beta, interleukin-6 and Iba1 expression. Cognitive function was impaired in aged mice with SAE. However, the injection of AAV1-VEGF-C significantly increased coverage in the lymphatic system and tracer dye uptake in dCLNs, suggesting that AAV1-VEGF-C promotes meningeal lymphangiogenesis and drainage. Furthermore, AAV1-VEGF-C reduced microglial activation and neuroinflammation and improved cognitive dysfunction. Improvement of meningeal lymphatics also reduced sepsis-induced expression of disease-associated genes in aged mice. Pre-existing lymphatic dysfunction by ligating bilateral dCLNs aggravated sepsis-induced neuroinflammation and cognitive impairment.

**Conclusion:**

The meningeal lymphatic drainage is damaged in sepsis, and pre-existing defects in this drainage system exacerbate SAE-induced neuroinflammation and cognitive dysfunction. Promoting meningeal lymphatic drainage improves SAE. Manipulation of meningeal lymphangiogenesis could be a new strategy for the treatment of SAE.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03028-4.

## Background

Sepsis is a potentially fatal organ impairment caused by immunological dysfunction in response to infection [1]. Although sepsis can occur in patients of any age, age is a powerful risk factor because the incidence of sepsis in the elderly is ~ 10 times higher than that in younger adults [2]. Thus, the majority of sepsis survivors are > 65 years of age [3]. Sepsis-associated encephalopathy (SAE) is an acute cerebral dysfunction caused by sepsis without direct brain infection. While recovering patients frequently have cognitive impairment, SAE is frequently linked to an increase in healthcare needs and costs [4]. Indeed, ~ 50% of sepsis survivors have long-term cognitive deficits, the incidence of which is higher in older patients [5].

Sepsis-induced neuroinflammation is a plausible explanation of cognitive impairment [6]. The brain’s resident immune cells, known as microglia, are essential for maintaining the homeostatic state of the central nervous system (CNS). The environment of sepsis facilitates the expression of pathogen-activated molecular patterns (PAMPs) and damage-associated molecular patterns (DAMPs), all of which activate microglia to produce cytotoxic factors such as tumor necrosis factor (TNF), interleukin (IL)-6, nitric oxide (NO), reactive oxygen species (ROS), and others [7]. Accumulation of these pro-inflammatory and cytotoxic factors is directly detrimental to neurons. In the event of CNS damage, ineffective clearance of cytotoxic factors has been postulated to prolong neuroinflammation and encourage the development of CNS disease [8].

Recently, lymphatic vessels in the meninges surrounding the CNS have been rediscovered [9]. The drainage of macromolecules, cellular waste, toxic substances, and immune cells from the brain to the deep cervical lymph nodes (dCLNs) is conducted through meningeal lymphatic vessels [10]. Further research has revealed that amyloid-β, extracellular tau, and α-syn are removed from the brain by the meningeal lymphatic system and that its disturbance might encourage the buildup of these neurotoxic substances in the brain and accelerate the progression of neurodegenerative diseases [11–13]. Meningeal lymphatic function is also significantly altered in aged mice and humans [14, 15]. However, the role of the meningeal lymphatic system in SAE in older patients remains ambiguous.

In the present study, we investigated the effects of sepsis on the meningeal lymphatic system and examined whether overexpression of lymphangiogenic vascular endothelial growth factor c (VEGF-C) improves sepsis-induced neuroinflammation and cognitive impairment. In mice with sepsis, we showed that adeno-associated virus (AAV)-VEGF-C administration through the cisterna magna boosted drainage to dCLNs and enhanced meningeal lymphatic vessel function. Furthermore, AAV-VEGF-C reduced microglial activation and neuroinflammation and alleviated sepsis-related cognitive impairment. We also observed that neuroinflammation and cognitive decline after sepsis were worsened by a pre-existing impairment in meningeal lymphatic function. Our findings suggest that the meningeal lymphatics represent a potential target for treating SAE in elderly patients.

## Methods

### Animals

The Institutional Animal Care and Use Committee of Nanjing Medical University approved the study’s animal experimentation protocols (No. 2008037). The National Institutes of Health of the United States Guide for the Care and Use of Laboratory Animals was followed for all animal experiments. We purchased male C57BL/6J mice from Beijing Vital River Laboratory Animal Technology (Beijing, China), including aged (16–18 months) and young (8 weeks) mice. A total of 145 aged mice and 5 young mice were used in our study. The mice were housed under a standard laboratory environment with free access to food and water, a 12-h/12-h day/night cycle, and a constant room temperature of 22 ± 1 °C.

### Lipopolysaccharide (LPS) treatment

Mice were randomly assigned to experimental groups and received a single intraperitoneal injection of either endotoxin-free phosphate buffered saline (PBS) or LPS (5 mg/kg) derived from *Escherichia coli* O55:B5 (Sigma-Aldrich L2880). The LPS was dissolved and diluted in endotoxin-free PBS. The mice were euthanized at specific time points post-injection. Nine aged mice died after LPS injection.

### Intracisternal magna injections

Mice were placed in a stereotactic frame (RWD) following the administration of isoflurane anesthesia. Ophthalmic solution was applied to the eyes to avoid drying after shaving the neck and cleaning it with 70% ethanol. The muscle layers were pulled back, and the atlanto-occipital membrane of the magna cisterna was revealed after making a small (5 mm) skin incision. The volumes of the necessary solutions were injected into the cerebrospinal fluid-filled cisterna magna compartment at a rate of 2 μl/min using a 33G Hamilton syringe. To avoid CSF leakage, the syringe was left in place for 5 min after the injection. After closing the incision, the mice were subcutaneously injected with buprenorphine (0.5 mg/kg) and placed on a heating pad until full recovery. Subsequently, 3 μl of ovalbumin conjugated with Alexa Fluor 647 (OVA-647, 2 mg/ml, Thermo Fisher Scientific) or viral vector (AAV1-CMV-mVEGF-C or AAV1-CMV-eGFP, at 5.00E + 12 v.g./ml, purchased from Shanghai Genechem Co., Ltd.) was administered via this intra-cisternal magna (i.c.m.) injection (Additional file 1).

### Ligation of deep cervical lymph nodes

Mice were anesthetized with isoflurane, and the rostral neck was shaved and disinfected. Subsequently, a 1.5-cm incision was made 5 mm above the clavicle, in the middle. A deep cervical lymph node was observed when the sternocleidomastoid muscle (SCM) was retracted. A 4-0 nylon suture was used to ligate the afferent lymph vessels on each side. Sham-operated animals underwent incision and SCM retracement but were not subjected to ligation. The incision was closed, after which the mice were subcutaneously injected with buprenorphine (0.5 mg/kg) and placed on a heating pad until full recovery.

### Immunofluorescence staining

After anesthesia with 1% sodium pentobarbital (10 μl/g), the mice were transcardially perfused with phosphate buffered saline (PBS) for 2 min and 4% paraformaldehyde (PFA) for 5 min. Meninges were prepared following a protocol previously described, with slight modifications [16]. The skullcap was harvested and fixed in 4% PFA at 4 °C overnight. Place the skullcap, along with PBS, in a 10-cm petri dish positioned under a dissecting microscope. With fine forceps, secure the skullcap at the section covering the olfactory bulbs. Grab the thick portion of the meninges and gently pull it towards the superior sagittal sinus. Along the interior edge of the skullcap, delicately detach the meninges from the skull using fine forceps, completing a full 360º rotation. Grab the meninges at the tip of the transverse sinuses and gently pull them towards the pineal gland to detach them from the bone junction. Seize the meninges from the pineal gland region and gently pull them out of the skullcap. Subsequently, the meninges were placed in a 24-well plate with 500 μl of PBS. The brain and dCLNs were harvested and postfixed in 4% PFA at 4 °C overnight, followed by cryoprotection in 30% sucrose for 3 days at 4 °C, before embedding in OCT. For immunofluorescence staining, dCLNs were sliced into 10-μm-thick sections, and the brains were sliced into 30-μm-thick sections. The brain slices and meninges in 24-well plate were incubated in 300 μl of PBS with 0.5% Triton-X-100 and 5% bovine serum albumin (BSA) for 1 h at room temperature. This blocking step was followed by incubation with appropriate dilutions of primary antibodies in PBS with 0.5% Triton-X-100 and 1% BSA overnight at 4 °C. Following incubation, the tissues were incubated for 2 h at room temperature in 300 μl of secondary antibodies diluted in PBS with 0.5% Triton-X-100 and 1% BSA after being washed with PBS three times for 15 min each. After washed with PBS, the brain slices and meninges were flattened on a glass slide and kept in the dark for 10 min to let them dry. Finally, whole mounts and sections were mounted using mounting media containing 4,6-diamidino-2-phenylindole (Abcam, ab104139). The following primary antibodies were used for immunofluorescence: rabbit anti-Lyve-1 (Abcam, ab14917, 1:500), mouse anti-Lyve-1-eFluor 570 (eBioscience, 41-0443-82, 1:500), rabbit anti-Iba1 (Wako, 019-19741, 1:500), and rabbit anti-NeuN (Abcam, ab177487, 1:300). Goat anti-rabbit Alexa Fluor 594 and goat anti-rabbit Alexa Fluor 488 were used as secondary antibodies (both purchased from Invitrogen).

### Image analysis

Stained sections were obtained by Thunder Imager DMi8 (Leica Microsystem Wetzlar, Germany), and images were captured with constant exposure time, offset, and gain for each staining marker. The area of positive signal was measured using ImageJ (NIH) with grayscale threshold analysis. The minimum and maximum intensity settings for each staining marker remained constant. For the brain sections and meninges, the percentage area of positive signal for OVA-647, Lyve-1 and Iba-1 was calculated by dividing the positive signal area by the total area of the image. Five sections of each brain were quantified to acquire the mean value. The percent area coverage of Lyve-1 was used to determine the coverage of the lymphatic vessels. For the dCLN sections, the dCLN areas in each section were manually delineated and the percentage area of positive signal for OVA-647 was quantified by dividing the positive signal area by the area of the dCLN section. Five sections of each dCLN were quantified to acquire the mean value. For quantification of NeuN, images were imported into ImageJ to calculate the integrated optical density value of the area occupied by NeuN staining. Five sections per mouse were averaged to provide a mean value for each mouse. Each value was expressed relative to the mean value of control group, which was set to 1. All quantitative analyses were performed in a blinded fashion by an experimenter that was unaware of the sample identity.

### Behavioral testing

The mice underwent a fear conditioning test (FCT) as previously described. The clear acrylic FCT chamber, 32 cm long, 25 cm wide, and 25 cm high, included a floor constructed of stainless-steel bars, which was connected to a shock delivery system. The FCT was conducted over 2 days. On day 1, three tone–foot shock pairings (tone: 2000 Hz, 80 dB, 30 s; foot shock: 0.7 mA, 2 s) with an interval of 1 min were applied to each mouse in a test chamber that had been cleaned with 70% alcohol. The mouse was moved out from the test chamber 30 s after administration of the conditioning stimuli. On day 2, the mice were returned to the same chamber for 5 min without the tone or shock. The animals were then euthanized after testing. Software (Xeye Fcs, Beijing Macro Ambition S&T Development Co., Ltd., Beijing, China) was used to record a video and evaluate the freezing behavior, which was identified as a lack of movement. The experiments were performed in a blinded manner with respect to animal genotype and surgical procedure.

### Western blot

RIPA lysis buffer, containing 50 mM Tris, 150 mM NaCl, 1% Triton X-100, 2 mM EDTA, 1.5 μg/ml leupeptin, and 1 mM phenylmethylsulfonyl fluoride, was used to homogenize hippocampal tissues. The lysate was centrifuged for 20 min at 12,000×*g* and 4 °C. The protein concentration was determined using a BCA assay (Thermo Scientific), and 30 μg of protein was loaded into each lane of a modified gel for analysis by sodium dodecyl sulfate–polyacrylamide gel electrophoresis. The proteins were transferred onto polyvinylidene difluoride membranes (Millipore, Bedford, MA, USA), which were then blocked for 1 h with 5% nonfat milk in Tris-buffered saline Tween 20. The blocked membranes were probed overnight with specific primary antibodies diluted in 5% nonfat milk, as instructed by the manufacturer. Rabbit anti-APP (Abcam, ab15372, 1: 500), rabbit anti-occludin (Abcam, ab167161, 1:500), and mouse anti-GAPDH (Proteintech, 1:1,000) were the primary antibodies used. Before exposure to film, the membranes were washed, incubated with secondary antibodies (1:1,000), and then washed and treated with ECL reagent. Image Lab software (Bio-Rad, Richmond, CA, USA) was used to perform the densitometry analysis, and ImageJ was employed to calculate the results.

### Sorting of meningeal LECs

Mice were anesthetized with sodium pentobarbital by intraperitoneal injection and transcradially perfused with ice-cold PBS. Meninges were quickly removed and digested for 12 min at 37 °C in preheated DMEM (Gibco) with 2% FBS (Gibco), 1 mg/ml collagenase VIII, and 0.5 mg/ml DNase I (Sigma-Aldrich). At the end of digestion, 1 ml DMEM with 10% FBS was added to the solution to terminate digestion. The digested meninges were filtered through a 70-μm nylon-mesh filter. Individual samples consisted of cell suspensions pooled from three meninges and washed with ice-cold fluorescence-activated cell sorting (FACS) buffer (PBS, 1 mM EDTA, 1% BSA, pH 7.2). Cells were then centrifuged at 400*g*, and 4 °C for 5 min, resuspended in 400 μl ice-cold FACS buffer with anti-CD45-BB515 (BD Bioscience, 564590, 1:200), anti-CD31-Alexa Fluor 647 (BD Bioscience, 563608, 1:200), and anti-podoplanin-PE (eBioscience, 12-5381-82, 1:200), and incubated for 30 min at 4 °C. Cells were washed in ice-cold FACS and sorted by MoFlo Astrios EQ (Beckman Coulter, Indianapolis, IN, USA) and analyzed by the FlowJo software (version 10, Tree Star, Ashland, OR, USA). The LECs were gated as CD45^−^CD31^+^podoplanin^+^ cells.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from LECs with Trizol reagent (Invitrogen, USA), and cDNA was generated using a PrimeScript RT Master kit (Tarara, Japan) according to the manufacturer’s instructions. Relative qRT-PCR was performed on a StepOne Real-time PCR Detection System (Foster City, CA, USA) with SYBR Green master mix (Takara, Japan). The 2^−ΔΔCt^ method was used to calculate the relative gene expression. The sequences of all primers were as follows: *Prox1* forward, AGAAGGGTTGACATTGGAGTGA; *Prox1* reverse, TGCGTGTTGCACCACAGAATA; *Focx2* forward, AACCCAACAGCAAACTTTCCC; *Focx2* reverse, GCGTAGCTCGATAGGGCAG; *GAPDH* forward, AGGTCGGTGTGAACGGATTTG; *GAPDH* reverse, TGTAGACCATGTAGTTGAGGTCA.

### Transcriptome analysis

Samples were obtained from two groups: the eGFP + LPS group and the VEGF-C + LPS group. Sample processing and detection were performed by GeneChem (Shanghai, China). The differentially expressed genes in the hippocampal samples from mice in the eGFP + LPS and VEGF-C + LPS groups were further analyzed. KEGG enrichment analyses were performed for the differentially expressed genes.

### ELISA

Each mouse hippocampus was completely pulverized with a tissue grinder while immersed in lysis buffer. After centrifuging the lysate, the supernatant was collected for ELISA. ELISA kits from R&D Systems (Minneapolis, MN, USA) were used to measure the levels of IL-1β and IL-6 in accordance with the instructions provided. The samples were evaluated in duplicate by ELISA.

### Statistical analysis

All data are presented as the mean ± SD, and differences between mean values were assessed by one-way analysis of variance (ANOVA) and Tukey’s multiple comparison test, as well as Student’s *t* test with unpaired two-tailed tests using GraphPad Prism 5. P values < 0.05 were considered significant.

## Results

### Sepsis impairs meningeal lymphatic drainage function in aged mice

To determine whether the function of meningeal lymphatic drainage is affected by sepsis, 5 mg/kg LPS was intraperitoneally injected to establish a model of sepsis, before injecting OVA-647 tracer into the cisterna magna (i.c.m.) at different time points to examine meningeal lymphatic drainage. The mice were killed 1 h after OVA-647 injection, and the dCLNs and meningeal tissues were harvested (Fig. 1A, B). Interestingly, we observed a substantial decrease in the drainage of OVA-647 into the dCLNs in sepsis mice at day 1 (Fig. 1C, D). Additionally, 3 days after LPS injection, the drainage of OVA-647 was still reduced compared to that in the vehicle group (Fig. 1C, D), and meningeal lymphatic drainage function remained significantly damaged until 7 days post-injection (Fig. 1C, D). To investigate whether meningeal lymphatic cells are also damaged by sepsis, we examined the protein levels of Lyve-1, a marker of lymphatic endothelial cells (LECs), and Prox1, a transcription factor that induces lymph angiogenesis, in the meninges. Western blot analysis revealed that sepsis significantly decreased Lyve-1 and Prox1 levels in the meninges compared to those in the vehicle group, especially at 1 day after LPS injection (Fig. 1E, F). Overall, these data indicate that LPS-induced sepsis can result in meningeal lymphatic dysfunction.

**Fig. 1:**
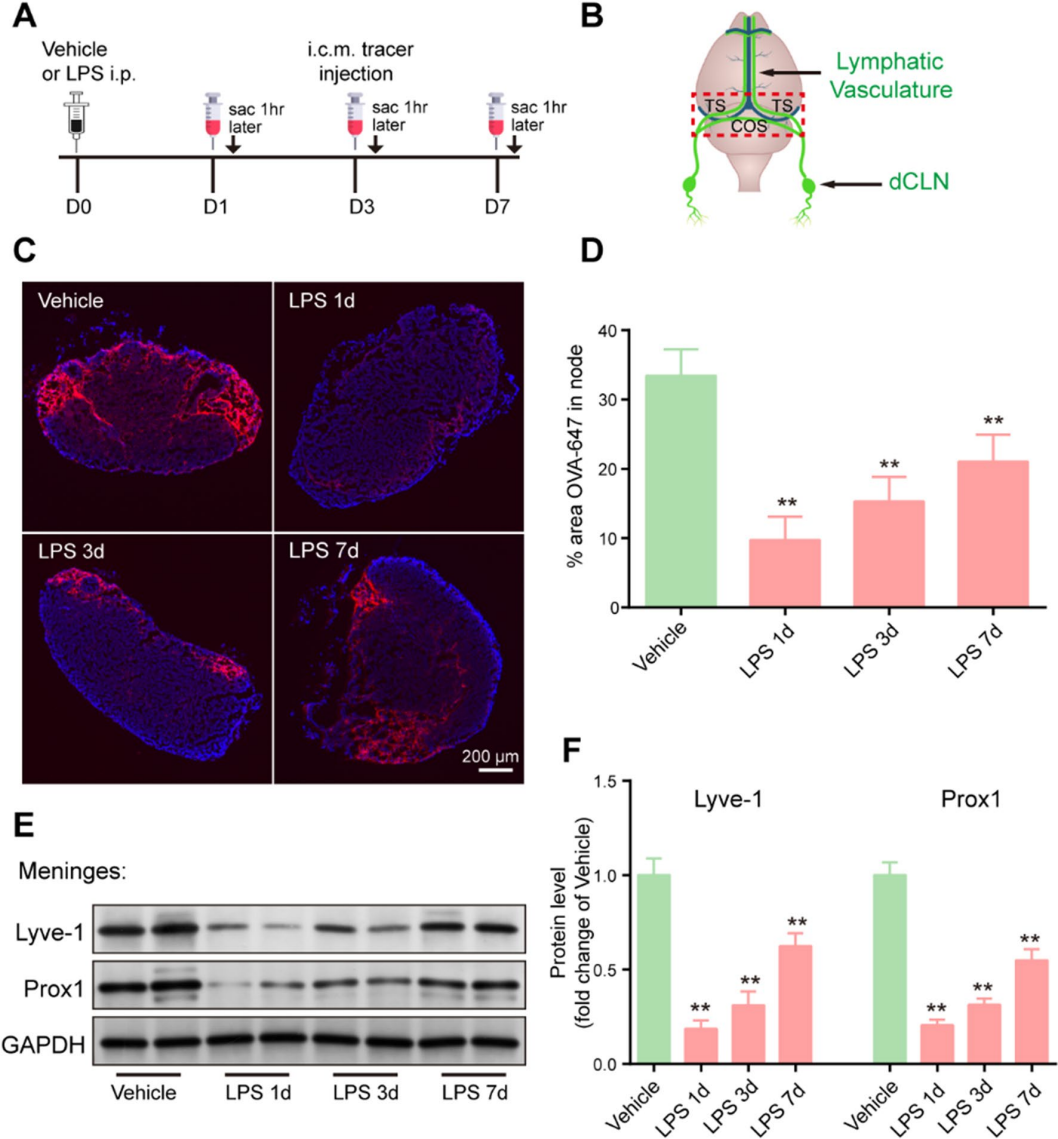
Sepsis impairs meningeal lymphatic drainage function in aged mice.** A** The experimental timeline of LPS treatment, tracer injection into the cisterna magna, and tissue collection (sac). **B** Schematic diagram of the dura mater. transverse sinuses (TS), confluence of sinuses (COS). **C** Representative immunofluorescence images of OVA-647 accumulation in dCLNs. **D** Quantification of the fluorescence intensity of OVA-647 in the dCLNs, n = 6. **E** Representative immunoblot of Lyve-1 and Prox1 proteins in the meninges. **F** Quantification of Lyve-1 and Prox1 proteins in the meninges, n = 4. *P < 0.05, **P < 0.01. All data are expressed as the mean ± SD

### Sepsis damages meningeal lymphatics in aged mice

In an effort to ascertain whether the functional decline in meningeal lymphatic drainage was also accompanied by changes in meningeal lymphatics, we evaluated the meningeal lymphatic vasculature at diverse time points after LPS injection. We stained the whole meninges with Lyve-1 (green), and injected fluorescent OVA-647 (red) into the cisterna magna at various time points. Analysis of the whole meninges revealed that the tracer was taken up along the transverse sinuses (TS) and confluence of sinuses (COS) (Fig. 2A). We found that the area of Lyve-1 immunofluorescence staining in the meningeal lymphatics were significantly decreased at 1 day post LPS injection (Fig. 2A, B). Additionally, there was an overall decrease in the Lyve-1 percentage area coverage in the meningeal lymphatics. LPS injection also appeared to reduce the diameters of LYVE1-labeled meningeal lymphatic vessels in the TS and COS of the dura mater; white arrows were employed to indicate the position. (Fig. 2A). Consistent with the dysfunction of the meningeal lymphatics, significantly less intracisternally injected tracer was detected in the meningeal lymphatics (Fig. 2A, C). As time progressed, the Lyve-1 and OVA-647 percentage area coverage in the meninges appeared to increase compared to that on the first day post-injection, but it remained lower than that of the vehicle group. Lymphatic valves and smooth muscle cells in lymphatic vessels play an important role in lymphatic fluid transport. Transcription factors, such as Prox1 and Foxc2, are essential to lymphatic valve development and recruitment of smooth muscle cells [17, 18]. To understand the mechanism of meningeal lymphatic dysfunction in SAE, we detected the expression of these genes one day after LPS injection. We found that the mRNA levels of *Prox1* and *Foxc2* in CD31^+^ podoplanin (PDPN)^+^ LECs sorted by FACS were significantly reduced in LPS-injected mice (Fig. 2D, E). Taken together, these findings demonstrate that LPS-induced sepsis causes damage to the drainage of meningeal lymphatics, accompanied by changes in meningeal lymphatic vasculature morphology.

**Fig. 2:**
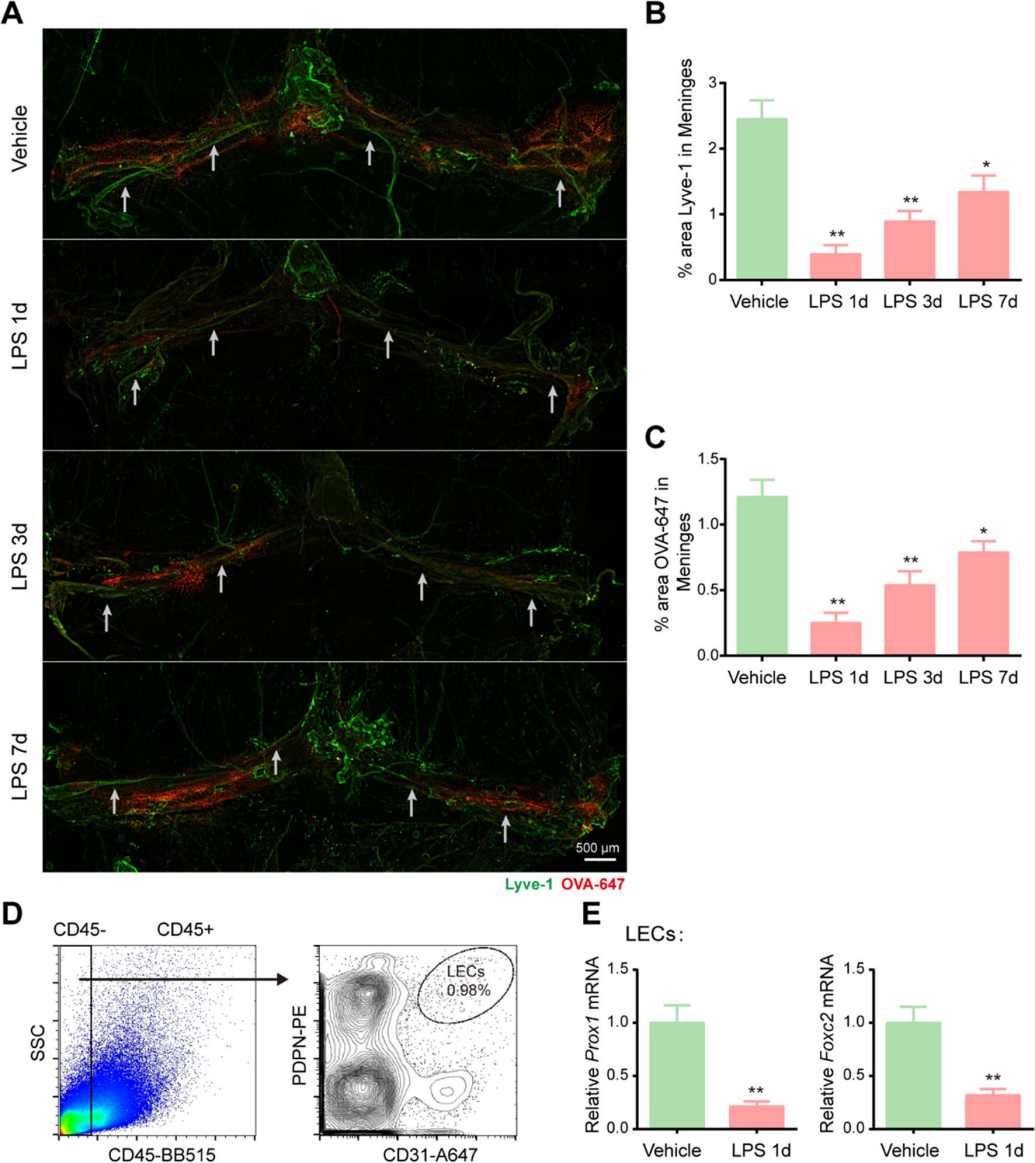
Sepsis damages meningeal lymphatic vasculature morphology in aged mice.** A** Representative immunofluorescence images of meningeal whole-mounts with OVA-647 stained with Lyve-1. **B** Graph depicting the percentage area of Lyve-1 coverage in the meningeal lymphatic vasculature, n = 6. **C** OVA-647 coverage in the meningeal lymphatic vasculature, n = 6. **D** Representative dot and contour plots showing the gating strategy used to isolate meningeal LECs (CD45^−^CD31^+^ podoplanin^+^). **E** Relative mRNA levels of *Prox1* and *Foxc2* in meningeal LECs sorted from mice treated with Vehicle or LPS, n = 4. *P < 0.05, **P < 0.01. All data are expressed as the mean ± SD

### Meningeal lymphatic function of aged mice is more vulnerable to sepsis

Sepsis is an especially critical condition in old age, and the effects of SAE have more devastating consequences among the elderly [19]. However, why seniors are more vulnerable to sepsis and serious complications remains poorly understood. Of note, it has recently been reported that meningeal lymphatic drainage function markedly declines during aging [11], which led us to explore whether the meningeal lymphatic function of aged people is more susceptible to sepsis. Therefore, we divided the mice into three groups: aged + vehicle, aged + LPS, and young + LPS. We injected OVA-647 tracer into the CSF and assessed drainage to the dCLNs at one day after LPS intraperitoneal injection in each group. We observed a significant decrease in the drainage of OVA-647 into the dCLNs (Fig. 3A, C) and less intracisternally injected OVA-647 tracer in the meningeal TS region (Fig. 3B, D) in the aged + LPS group than in the young + LPS group. We also stained the whole meninges with Lyve-1 to evaluate the function of the meningeal lymphatics. The aged + LPS group showed a dramatic decline in the area of the meninges covered by Lyve-1-expressing lymphatic vessels compared to the young + LPS group (Fig. 3B, E). The aged + LPS group also exhibited a reduction in the diameters of LYVE1-labeled meningeal lymphatic vessels in the TS and COS of the dura mater; white arrows were utilized to indicate the position. In summary, these results indicate that the meningeal lymphatic function of aged mice is more likely to be damaged by sepsis than that of young mice.

**Fig. 3:**
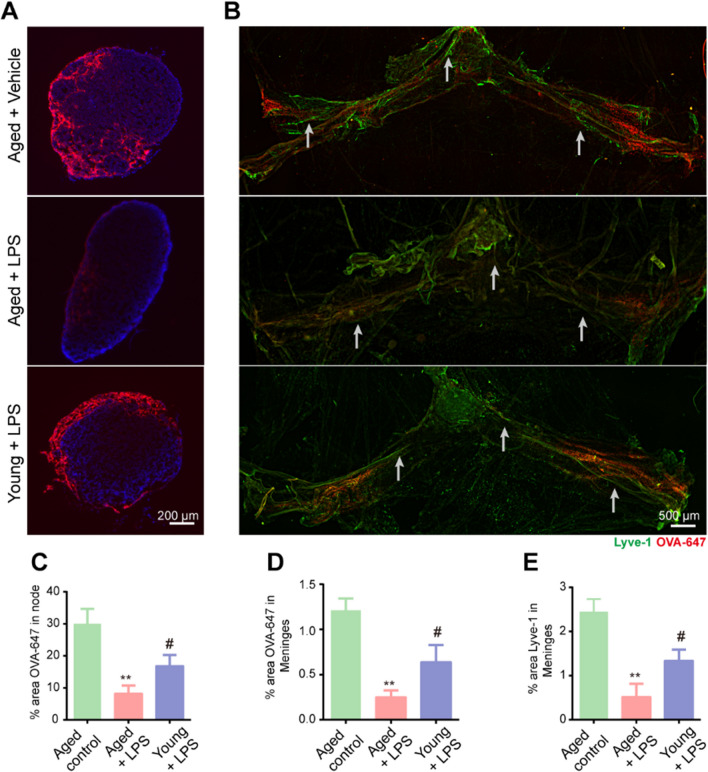
Meningeal lymphatic function in aged mice is more vulnerable to sepsis. **A** Representative immunofluorescence images of OVA-647 accumulation in dCLNs. **B** Representative immunofluorescence images of meningeal whole-mounts of OVA-647 stained with DAPI and Lyve-1. **C** Graph depicting the percentage area of OVA-647 coverage in the dCLNs. **D** Graph depicting the percentage area of OVA-647 coverage in the meningeal lymphatic vasculature. **E** Graph depicting the percentage area of Lyve-1 coverage in the meningeal lymphatic vasculature. n = 5. **P < 0.01, aged control group vs. aged + LPS group, ^#^ P < 0.05, young + LPS group vs. aged + LPS group. All data are expressed as the mean ± SD

### Improvement of meningeal lymphatics alleviates sepsis-induced cognitive dysfunction in aged mice

To better understand the functional effects of damaged meningeal lymphatic function in sepsis, we next investigated whether improvement of meningeal lymphatics is effective in alleviating sepsis-induced cognitive dysfunction. Importantly, it has been reported that delivery of vascular endothelial growth factor-C (VEGF-C), which binds to vascular endothelial growth factor receptor 3 (VEGFR3), could promote the growth of lymphatic vessels and rejuvenate meningeal lymphatic drainage function [20, 21]. Thus, we employed intracisternal injection of adeno-associated virus (AAV) overexpressing VEGF-C (Fig. 4A), which has previously been confirmed to successfully increase the diameter of the meningeal lymphatic vessels without affecting meningeal blood vessels [22]. Accordingly, we injected enhanced green fluorescent protein (AAV1-CMV-eGFP) as a control into the cisterna magna (Fig. 4A). We observed that AAV-infected cells stably labeled by eGFP were mainly distributed in the TS and COS, which surround the meningeal lymphatics labeled by Lyve-1 (Fig. 4B), in the aged meninges at 28 days after injection. One month later, both groups were subjected to intraperitoneal injection of LPS (Fig. 4A). Unsurprisingly, the aged mice that overexpressed VEGF-C showed a significantly increased area of Lyve-1 immunofluorescence staining in the COS and TS of the dura mater, as well as the coverage area of the meningeal lymphatics (Fig. 4C, D). Furthermore, the mice injected with VEGF-C showed increased drainage of OVA-647 tracer into dCLNs and enhanced meningeal tracer uptake (Fig. 4E–G).

**Fig. 4:**
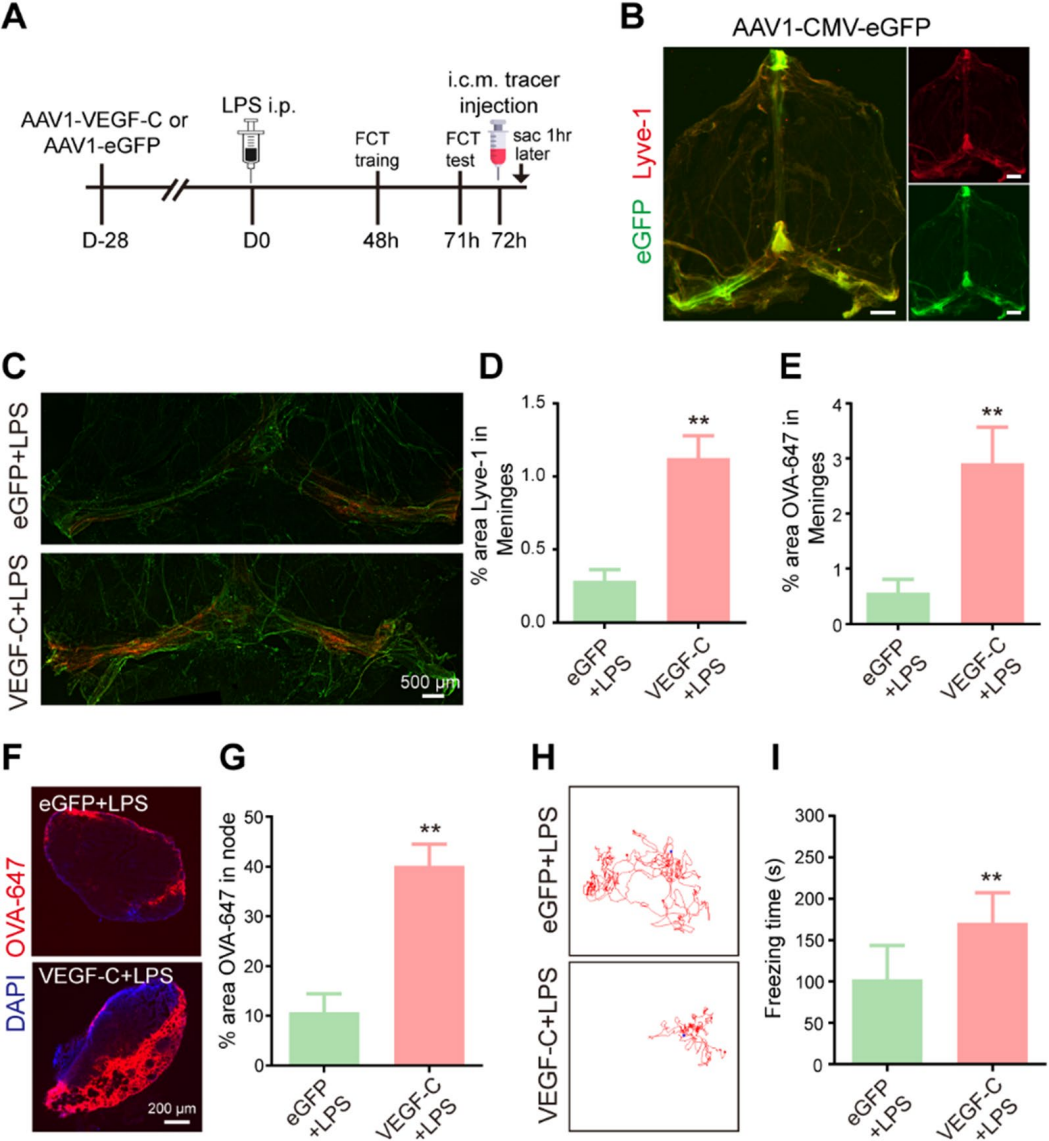
Improvement of meningeal lymphatics alleviates sepsis-induced cognitive dysfunction in aged mice. **A** The experimental timeline of the intracisternal AAV infusion, LPS treatment, behavioral test, tracer injection into the cisterna magna, and tissue collection (sac). **B** Representative images depicting eGFP (green)-labeled AAV1-infected cells surrounding Lyve1 (red)^+^ meningeal lymphatics, scale bars: 1 mm. **C** Representative immunofluorescence images of meningeal whole-mounts of OVA-647 stained with Lyve-1. **D** Graph depicting the percentage area of Lyve-1 coverage in the meningeal lymphatic vasculature, n = 6. **E** Graph depicting the percentage area of OVA-647 coverage in the meningeal lymphatic vasculature, n = 6. **F** Representative immunofluorescent images of OVA-647 accumulation in dCLNs. **G** Graph depicting the percentage area of OVA-647 coverage in the dCLNs, n = 6. **H** Representative trajectory of each group in the FCT. **I** Quantitative of freezing time in the FCT, n = 8. **P < 0.01. All data are expressed as the mean ± SD

It is universally acknowledged that SAE induces a significant decline in cognitive function. Notably, we also observed that the freezing time of the VEGF-C-treated aged mice was significantly increased compared to that of the eGFP-treated aged mice (Fig. 4H, I), suggesting that VEGF-C can significantly improve cognitive performance. Taken together, these results indicate that improvement of meningeal lymphatics by intracisternal injection of AAV1-VEGF-C alleviates cognitive dysfunction in mice with sepsis.

### Improvement of meningeal lymphatics attenuates sepsis-induced neuronal damage and neuroinflammation in aged mice

Sepsis, which is closely associated with inflammation, can trigger vascular endothelial damage, whereby the blood–brain barrier breaks down and facilitates the entry of peripheral immune cells into the brain, which exacerbates glial cell activation and neuroinflammation [23]. Thus, we next explored whether enhancement of meningeal lymphatics could effectively reduce inflammation and protect hippocampal neurons. To this end, 1 month after viral vector delivery and 3 days after LPS injection, we measured hippocampal neurons and Iba1 immunoreactivity in the hippocampus to assess neuronal damage and establish whether treatment with VEGF-C could improve neuroinflammation and sepsis.

Notably, the expression of NeuN was reduced in the sepsis group; however, the levels of hippocampal neurons were obviously increased in the sepsis mice treated with VEGF-C (Fig. 5A, B). We also detected the protein levels of caspase-3 and PSD-95, a postsynaptic density protein that is closely related to neuronal function, learning, and memory, in the hippocampus of aged sepsis mice by western blotting. We found that pretreatment with VEGF-C attenuated the protein level of caspase-3 and increased the protein level of PSD-95 (Fig. 5C–E), suggesting that VEGF-C is capable protecting against sepsis-induced neuronal injury. Moreover, LPS injection induced microglial activation, which was partially reversed by pretreatment with VEGF-C in the hippocampus (Fig. 5F). As shown in the figure, VEGF-C decreased the percentage area of Iba1 coverage (Fig. 5G). The expression levels of IL-1β and IL-6 were significantly decreased in the VEGF-C group compared to those in the group treated with control viral vector (Fig. 5H, I). Collectively, these results appear to demonstrate that VEGF-C overexpression in the meninges relieves neuronal damage and neuroinflammation by facilitating meningeal lymphatic drainage and lymphangiogenesis.

**Fig. 5:**
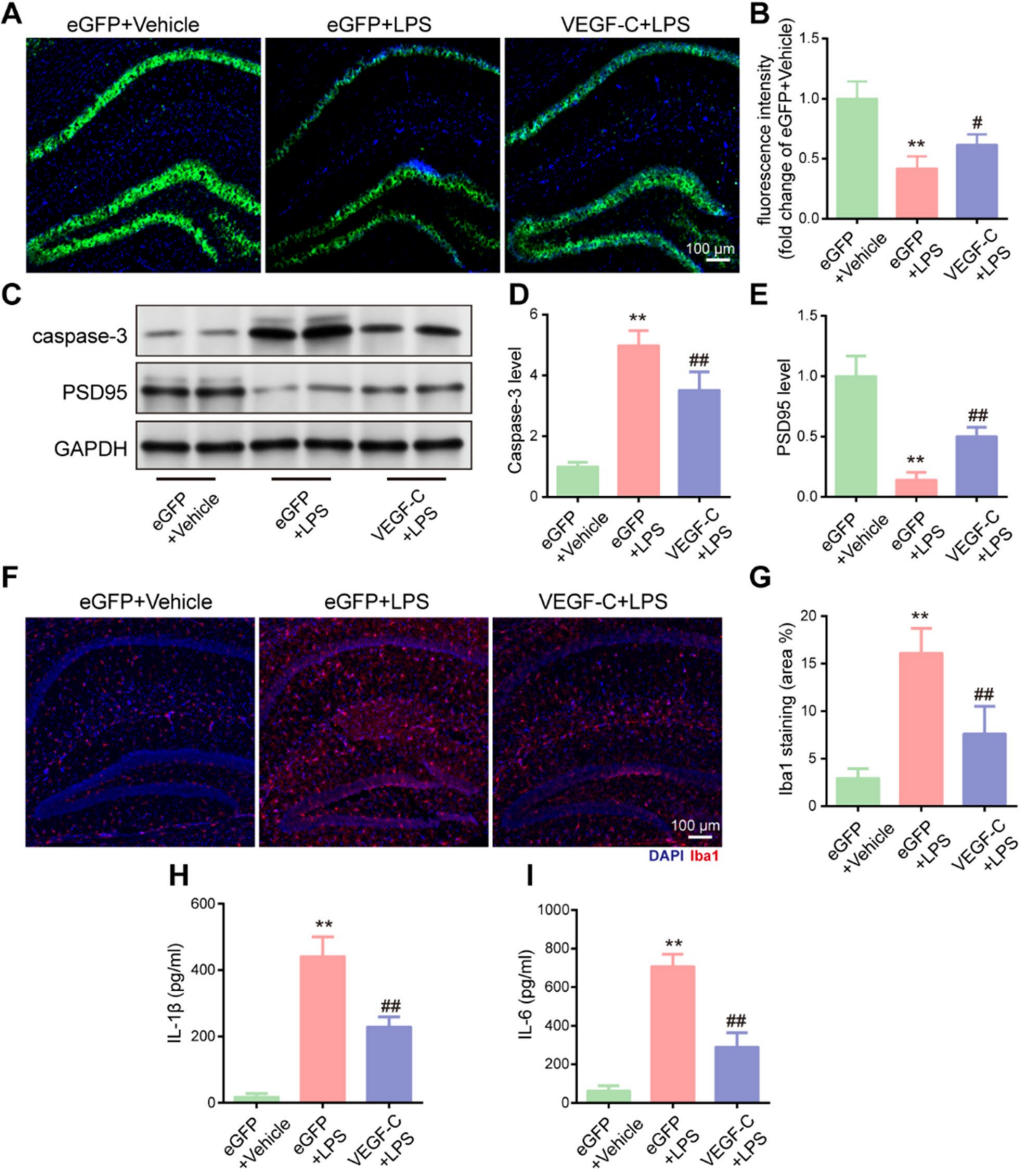
Improvement in meningeal lymphatics attenuates sepsis-induced neuronal damage and neuroinflammation in aged mice. **A** Immunofluorescence staining was used to detect NeuN (green) in the hippocampus. **B** Fluorescent intensity of NeuN in the hippocampus, n = 6. **C** The expression of caspase-3 and PSD-95 in the mouse hippocampus was detected by western blotting using specific antibodies. **D, E** Expression of caspase-3 and PSD-95 was quantified and normalized to GAPDH levels. Each value was then expressed relative to the control, which was set to 1; n = 4. **F** Immunofluorescence staining was used to detect Iba1 (red) in the hippocampus. **G** Quantitative results of the percentage of Iba1-positive area in the total area of the image, n = 6. **H**, **I** Levels of Il-1β and IL-6 in the hippocampus, n = 6. **P < 0.01, eGFP + LPS vs. eGFP + vehicle. ^#^P < 0.05, ^##^P < 0.01, VEGF-C + LPS vs. eGFP + LPS. All data are expressed as the mean ± SD

### Improvement of meningeal lymphatics reduces sepsis-induced expression of disease-associated genes in aged mice

To further understand how improvement of meningeal lymphatics attenuates sepsis-induced neuronal damage and neuroinflammation, we performed transcriptome analysis of the eGFP + LPS and VEGF-C + LPS groups. 

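Hippocampal samples from 3 mice of the eGFP + LPS group and 3 mice of the VEGF-C + LPS group, taken on day 3 after LPS at 5 mg/kg, were sequenced. The authors deposited FPKM values, reads scaled to gene length and library size, for 54532 genes in each mouse, and 22802 of these genes were at 0 in all 6 mice. Each FPKM value multiplied by its gene length was a whole multiple of a fixed step in 100% of the values of every mouse, so the reads behind each value were recovered. The recovered reads totalled 16927649, 17439126 and 17333335 in the eGFP + LPS group and 17061032, 15961826 and 17636766 in the VEGF-C + LPS group. Taking 3 reads as the floor, the smallest share of reads that could be seen lay between 1.70e-05% and 1.88e-05%. Floors and intervals cover counting error only.
Vegfc (ENSMUSG00000031520), the gene carried by the VEGF-C vector, lies on chromosome 8 of GRCm38 from 54077606 to 54187096. Its FPKM was 1.58, 1.86 and 1.48 in the eGFP + LPS mice and 1.25, 1.30 and 1.05 in the VEGF-C + LPS mice. Expression was compared with limma on log2(FPKM + 0.1), a scale that understates the change of low genes, over the 21390 genes with a mean FPKM of at least 0.1. The log2 fold change of Vegfc, VEGF-C + LPS over eGFP + LPS, was -0.42 (standard error 0.191, adjusted p = 0.605 from limma with Benjamini-Hochberg adjustment over all genes tested). An exact two-sided permutation test of the FPKM values gave p = 0.1, the smallest that 3 mice against 3 allow. The vector was injected into the cisterna magna and the hippocampus was sequenced, so these values gave no check of the sample labels, and the groups are named as the labels and the paper give them.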

The group of mice that were injected with VEGF-C + LPS clustered close together, whereas the eGFP + LPS group clustered separately (Fig. 6A). 

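In a principal component analysis of log2(FPKM + 0.1), with genes centred and not scaled, PC1 explained 26.8% and PC2 24.5% of the variance. On PC2, the eGFP + LPS mice scored 31.8, 59.7 and 11.2 and the VEGF-C + LPS mice -3.51, -52.3 and -46.9, so the groups did not overlap. On PC1, the eGFP + LPS mice scored 43.2, -9.70 and -8.76, and the VEGF-C + LPS mice scored -34.7, 65.2 and -55.3, on both sides of them. On both components together, the mean distance between mice was 93.3 within the VEGF-C + LPS group (from 48.0 to 121), 54.7 within the eGFP + LPS group (from 48.5 to 59.9) and 91.0 between the groups. The ratio of the mean distance between groups to the mean distance within groups was 1.23 (exact permutation test over the 10 splits of the 6 mice, p = 0.2, where the smallest possible p is 0.1). Over all 21390 genes, the mean distances were 131 within the VEGF-C + LPS group, 115 within the eGFP + LPS group and 127 between the groups. The ratio moved most without eGFP + LPS mouse 2, to 0.956.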

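Of the genes tested with limma between the eGFP + LPS and VEGF-C + LPS groups, 1790 had an unadjusted p under 0.05, where chance alone gives 1070 of 21390. A mean of fewer than 10 recovered reads lay behind 311 of these genes. After Benjamini-Hochberg adjustment, 1 gene had an adjusted p under 0.05 and 2 genes had an adjusted p under 0.1. These were Mir7061, with 6, 4 and 3 reads in the eGFP + LPS mice and 0 in every VEGF-C + LPS mouse, and Gm44361, with 0 reads in every eGFP + LPS mouse and 2, 4 and 3 in the VEGF-C + LPS mice. Both are annotated as microRNA genes, of 68 and 94 bases. Their adjusted p-values were 0.0167 and 0.0523. In 2899 genes, 13.6% of those tested, the FPKM values of the groups did not overlap, a pattern that chance gives in 10% of genes. The number of genes with an unadjusted p under 0.05 moved most when a mouse was left out, to 2723 without VEGF-C + LPS mouse 2 and to 899 without eGFP + LPS mouse 2.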

A total of 1646 differentially expressed genes (DEGs) were identified by RNA-seq analysis between the eGFP + LPS and VEGF-C + LPS groups. Furthermore, the group of aged mice treated with VEGF-C and LPS showed 898 upregulated genes and 748 downregulated genes compared to the group of aged mice treated with control eGFP and LPS (Fig. 6B). 

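Of the genes with an unadjusted limma p under 0.05, 905 were higher and 885 were lower in the VEGF-C + LPS group, so that 50.6% were higher. The FPKM values of the groups did not overlap in 1480 of them. With each mouse's FPKM values rescaled to TPM, so that the values of each mouse have the same sum, 678 genes were higher and 1108 were lower, so that 38.0% were higher. This rescaling moved the median log2 fold change over all genes to -0.042.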

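The 40 genes drawn in Fig. 6C comprise 20 genes that were higher and 20 that were lower in the VEGF-C + LPS group, and all 40 had an unadjusted limma p under 0.05 in that direction. Among the 20 higher genes, the log2 fold changes ran from 0.69 to 3.12, the p-values from 4.4e-05 to 0.0364 and the adjusted p-values from 0.135 to 0.582. The FPKM values of the groups did not overlap in 19 of them. The exception was Dsp, at 0.0622 in VEGF-C + LPS mouse 2 against 0.0643 in eGFP + LPS mouse 3. Among the 20 lower genes, the log2 fold changes ran from -4.42 to -0.60, the p-values from 2.59e-05 to 0.00355 and the adjusted p-values from 0.135 to 0.435, and the groups did not overlap in any of the 20. Adjusted over all genes tested, 0 of the 40 had an adjusted p under 0.1, and adjusted over the list alone, all 40 had. The list is made of the paper's own calls on these data, so the latter count shows no stability. Of the 20 higher genes, 10 are markers of mature oligodendrocytes. The count over all genes moved most under a negative binomial Wald test on the recovered reads, chosen after seeing the data, in which 40 of the 40 had an adjusted p under 0.1.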

The RNA levels of the top 40 DEGs in comparisons of the eGFP + LPS and VEGF-C + LPS groups are clearly shown in the heatmap (Fig. 6C). 

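Rpl30-ps10 (ENSMUSG00000083411) is a processed pseudogene on chromosome X of GRCm38, from 71803688 to 71804034. Its FPKM was 3.45 ± 2.35 (SD, n = 3) in the eGFP + LPS group and 27.0 ± 2.09 (SD, n = 3) in the VEGF-C + LPS group. These values rest on 13, 37 and 12 reads in the eGFP + LPS mice and 174, 151 and 155 reads in the VEGF-C + LPS mice. Its log2 fold change was 3.12 (standard error 0.390, adjusted p = 0.199 from limma). Among the genes that were higher in the VEGF-C + LPS group, its limma p was the third smallest. With each mouse left out in turn, its log2 fold change stayed between 2.83 and 3.63. Its transcript differs from a transcript of the Rpl30 gene by 3 edits over 347 bases, so reads can be shared between the genes and its expression is uncertain.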

Rlp30-ps10 was the most significantly upregulated gene. RPL30 is a ribosomal protein that has been shown to have antimicrobial function and that promotes activation of the PKC1 pathway [24]. 

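Rpl30 (ENSMUSG00000058600), which encodes RPL30, lies on chromosome 15 of GRCm38 from 34440505 to 34443640. Its FPKM was 21.8 ± 1.71 (SD, n = 3) in the eGFP + LPS group and 15.7 ± 3.14 (SD, n = 3) in the VEGF-C + LPS group, a log2 fold change of -0.49 (standard error 0.152, adjusted p = 0.506 from limma). Its unadjusted limma p was under 0.05, and without eGFP + LPS mouse 3 it was not. Beside Rpl30-ps10, the processed pseudogenes Gm12191, Rpl30-ps1 and Rpl30-ps8 share from 99.1% to 99.7% of their bases with it. Gm12191, which also lies inside Cnot6 on the same strand, had an FPKM of 6.82 ± 3.24 (SD, n = 3) in the eGFP + LPS group and 40.4 ± 7.04 (SD, n = 3) in the VEGF-C + LPS group. Of all reads on Rpl30 and these 4 pseudogenes, the pseudogenes held 3.25% (95% Wilson interval 2.38 to 4.43), 8.11% (6.66 to 9.84) and 5.12% (4.05 to 6.45) in the eGFP + LPS mice. They held 32.8% (30.5 to 35.2), 36.6% (33.8 to 39.4) and 34.2% (31.4 to 37.0) in the VEGF-C + LPS mice. The reads of the pseudogenes together had a log2 fold change of 2.79 (exact permutation test, p = 0.1, the smallest possible). The reads of all 5 genes together had a log2 fold change of 0.041 (exact permutation test, p = 0.9).

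**Figure D1:**
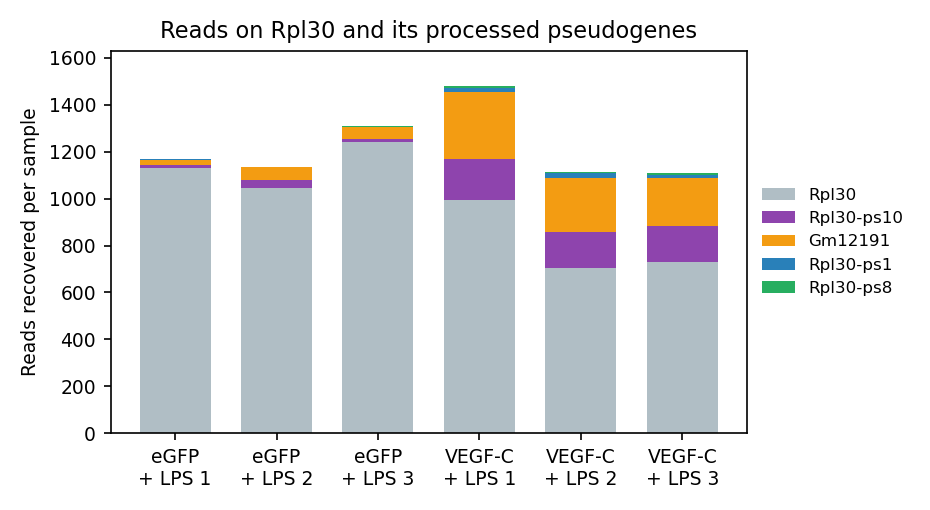
Reads recovered on Rpl30 and on each of its 4 processed pseudogenes in each mouse (bars start at 0 and colours stand for genes). The totals lie between 1107 and 1482 reads, and the pseudogenes hold a larger part of the bar in the 3 VEGF-C + LPS mice.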

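Marco (ENSMUSG00000026390) lies on chromosome 1 of GRCm38 from 120474538 to 120505024. Its FPKM was 9.48, 4.70 and 9.13 in the eGFP + LPS mice and 0.183, 0.593 and 0.119 in the VEGF-C + LPS mice, from 306, 157 and 311 reads and from 6, 19 and 4 reads. The group means were 7.77 ± 2.66 (SD, n = 3) and 0.298 ± 0.257 (SD, n = 3). Its log2 fold change was -4.42 (standard error 0.473, adjusted p = 0.135 from limma). Among the genes that were lower in the VEGF-C + LPS group, only Mir7061 had a smaller limma p. The log2 fold change lay between -4.92 and -4.09 with each mouse left out in turn, and it moved most with a pseudocount of 1, to -2.72.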

Marco, a macrophage receptor with collagenous structure, was the most significantly downregulated gene by VEGF-C treatment. Anti-Marco treatment has been shown to increase NK cell activation and cell-mediated killing [25]. 

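Ccl5 (ENSMUSG00000035042) lies on chromosome 11 of GRCm38 from 83525778 to 83530518 and encodes a chemokine. Its FPKM was 18.1 ± 2.05 (SD, n = 3) in the eGFP + LPS group and 3.74 ± 2.25 (SD, n = 3) in the VEGF-C + LPS group, from 259, 336 and 308 reads and from 53, 99 and 30 reads. Its log2 fold change was -2.41 (standard error 0.391, adjusted p = 0.278 from limma), and it stayed between -2.86 and -1.99 with each mouse left out in turn. The 5 red blood cell genes were also lower in the same mice, with a mean log2 fold change of -1.07. Mmp3 (ENSMUSG00000043613) lies on chromosome 9 from 7445822 to 7455975 and encodes a matrix metalloproteinase. Its FPKM was 4.93 ± 0.320 (SD, n = 3) in the eGFP + LPS group and 0.540 ± 0.578 (SD, n = 3) in the VEGF-C + LPS group, from 138, 162 and 160 reads and from 9, 36 and 4 reads. Its log2 fold change was -3.36 (standard error 0.577, adjusted p = 0.308 from limma), and it lay between -4.07 and -2.81 with each mouse left out in turn. For both genes every VEGF-C + LPS mouse was lower than every eGFP + LPS mouse (exact permutation test, p = 0.1, the smallest possible).

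**Figure D2:**
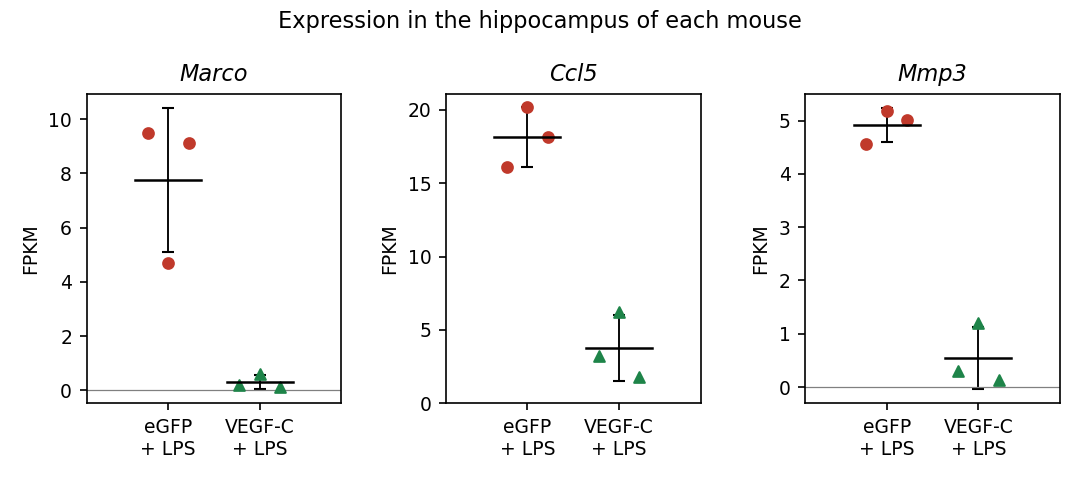
FPKM of Marco, Ccl5 and Mmp3 in the hippocampus of each mouse (points), with the group mean (line) and SD (error bar, n = 3). In each panel the 3 VEGF-C + LPS mice lie below the 3 eGFP + LPS mice, and Marco reaches 9.48 FPKM in the eGFP + LPS group and 0.593 in the VEGF-C + LPS group.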

CCL5 and MMP3 were also found to be downregulated by VEGF-C treatment. CCL5 and its receptor CCR5 have been proven to impair memory linking in aged mice [26]. MMP3 is closely related to the microglia/macrophage activation state and loss of a tight junction protein (ZO-1) in the brain [27]. Gene set enrichment analysis showed that gene sets involved in the regulation of the axon guidance pathway, phospholipase D signaling pathway, ether lipid metabolism, and gap junction pathway were enriched (Fig. 6D), indicating that the function of the brain was improved by VEGF-C overexpression. 

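The KEGG gene lists were not used here, and sets were written by hand from gene families of each pathway. Members among the genes that were higher at an unadjusted limma p under 0.05 were counted against all genes tested by one-sided Fisher's exact tests, adjusted over 78 tests. The limma rank test camera was applied to the same fit and adjusted over 39 sets. Of 80 axon guidance genes, 10 were among the higher genes where 3.38 were expected (adjusted p = 0.0118, Fisher's exact test, under 0.05 in 14 of 20 alternatives), namely Sema5a, Efnb3, Rgma, Sema4g, Ephb1, Unc5b, Srgap1, Sema4d, Plxnb3 and Sema6d. The set had a mean log2 fold change of 0.10 (camera, adjusted p = 0.0641), and the set means of the groups overlapped. Without VEGF-C + LPS mouse 3 this mean was 0.0051 (camera, adjusted p = 0.829). With any other mouse left out it lay between 0.066 and 0.15. The set also held 6 lower genes where 3.31 were expected (adjusted p = 0.316, Fisher's exact test). Of the 268 Reactome axon guidance genes tested, 20 were higher where 11.3 were expected (adjusted p = 0.0475, Fisher's exact test) and 17 were lower where 11.1 were expected (adjusted p = 0.176, Fisher's exact test), with a mean log2 fold change of 0.031 (camera, adjusted p = 0.627). Of 74 phospholipase D genes, 7 were among the higher genes where 3.13 were expected (adjusted p = 0.137, Fisher's exact test, under 0.05 in 3 of 20 alternatives), with a mean log2 fold change of 0.083 (camera, adjusted p = 0.316). That set also held 5 lower genes where 3.06 were expected (adjusted p = 0.46, Fisher's exact test). Of 45 ether lipid metabolism genes, 7 were among the higher genes where 1.90 were expected (adjusted p = 0.0147, Fisher's exact test, under 0.05 in 10 of 20 alternatives). The mean log2 fold change of this set was 0.14 (camera, adjusted p = 0.0528), and the set means of the groups overlapped. Of 11 connexin genes of gap junctions, 4 were among the higher genes where 0.465 were expected (adjusted p = 0.00587, Fisher's exact test). The connexins together had a mean log2 fold change of 0.48 (camera, adjusted p = 0.00251). With the oligodendrocyte marker genes left out, the adjusted p of Fisher's exact test was 0.651 for gap junctions and 0.144 for ether lipid metabolism. Across the 10 pathway sets written for the paper's text, 8 passed an adjusted p of 0.05 in Fisher's exact test and 7 in camera. The paper reports these pathways from the same mice, and some sets share genes such as Ccl5 and Cxcl10. The counts are thus no independent support and not counts of separate results. The rank test moved most with the correlation between genes estimated for each set in place of 0.01, where 0 of the 10 passed, and the exact test moved most without eGFP + LPS mouse 1, where 4 of the 10 passed.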

Additionally, gene sets engaged in aldosterone synthesis and secretion, chemokine signaling pathway, TNF signaling pathway, and B-cell receptor signaling pathway were enriched (Fig. 6E), which indicated that VEGF-C overexpression attenuated inflammation. These findings demonstrate that SEA-induced neurological functional impairment and neuroinflammation can be attenuated by VEGF-C treatment.

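The sets for the lower genes were tested in the same way. Of 78 genes of aldosterone synthesis and secretion, 14 were among the genes lower in the VEGF-C + LPS group where 3.23 were expected (adjusted p = 5.27e-05, Fisher's exact test). The mean log2 fold change was -0.10 (camera, adjusted p = 0.00972, from 0.00199 to 0.183 over the alternatives). Of 41 chemokine and chemokine receptor genes, Ccl5, Cxcl10, Ccl27a and Cxcl9 were among the lower genes, 4 where 1.70 were expected (adjusted p = 0.267, Fisher's exact test, under 0.05 in 8 of 20 alternatives). Chemokine genes had a mean log2 fold change of -0.33 (camera, adjusted p = 0.0113, from 0.00127 to 0.236 over the alternatives). Of 60 TNF signaling genes, 8 were among the lower genes where 2.48 were expected (adjusted p = 0.0165, Fisher's exact test), namely Ccl5, Mmp3, Ptgs2, Cxcl10, Icam1, Mmp9, Irf1 and Ikbkg. This adjusted p was under 0.05 in 18 of 20 alternatives, and was highest, at 0.287, without VEGF-C + LPS mouse 1. As a set the TNF signaling genes had a mean log2 fold change of -0.32 (camera, adjusted p = 4.34e-05). Of 36 B-cell receptor signaling genes, 8 were among the lower genes where 1.49 were expected (adjusted p = 8.74e-04, Fisher's exact test), namely Pik3r1, Ptpn6, Cd72, Prkcb, Vav1, Blnk, Pirb and Pik3ap1. This adjusted p was under 0.05 in 18 of 20 alternatives. It was 0.721 without eGFP + LPS mouse 1 and 0.507 without eGFP + LPS mouse 2. The mean log2 fold change of the 36 genes was -0.26 (camera, adjusted p = 0.004). In each of these sets the 3 VEGF-C + LPS set means lay below the 3 eGFP + LPS set means.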

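In the whole transcriptome, 20 of the 39 gene sets tested had an adjusted camera p under 0.05. Homeostatic microglia markers were among them and were higher, at a mean log2 fold change of 0.42 (camera, adjusted p = 0.00972). Activated microglia markers, at -0.16 (camera, adjusted p = 0.115), and reactive astrocyte markers, at -0.62 (camera, adjusted p = 0.102), were not. The groups overlapped in each of these glial sets (exact permutation test, p = 0.3, 0.8 and 0.4). The 16 interferon response genes were all lower in the VEGF-C + LPS group, with a mean log2 fold change of -0.94 (camera, adjusted p = 1.51e-13), and 12 of them had an unadjusted limma p under 0.05. With the correlation between genes estimated for the set, the adjusted camera p was 0.183, and over all alternatives it ran from 3.36e-15 to 0.183. Among the 13 of these genes not drawn in Fig. 6C the mean log2 fold change was -0.79, and every VEGF-C + LPS mouse was below every eGFP + LPS mouse (exact permutation test, p = 0.1, the smallest possible). The red blood cell genes, with a mean log2 fold change of -1.07, were lower in the same mice. From the enrichment of axon guidance, phospholipase D, ether lipid and gap junction gene sets, the paper reasons that VEGF-C overexpression improved the function of the brain. From the enrichment of aldosterone, chemokine, TNF and B-cell receptor gene sets, it reasons that inflammation was attenuated, and it concludes that VEGF-C treatment can lessen the neurological impairment and the neuroinflammation.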

**Fig. 6:**
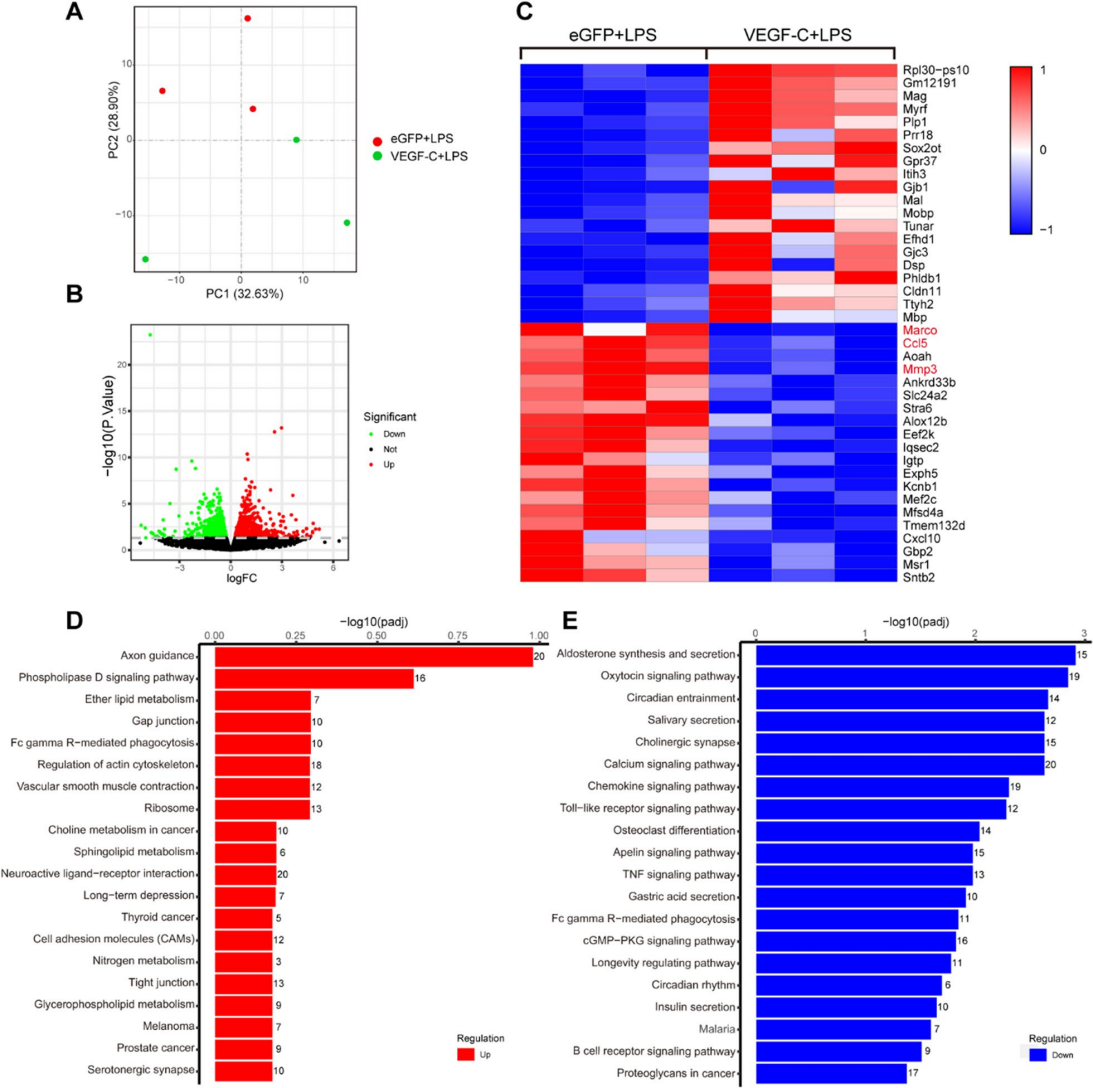
Improvement in meningeal lymphatics reduces sepsis-induced expression of disease-associated genes in aged mice. **A** Principal component (PC) analysis showing clustering of samples. **B** Volcano plots illustrate the number of significantly differentially expressed genes. **C** Heatmap representation of the top 20 most significantly upregulated and downregulated (FDR < 0.1) genes in the eGFP + LPS group vs. VEGF-C + LPS group. **D** KEGG pathway analysis of upregulated genes in the VEGF-C + LPS group compared to the eGFP + LPS group. **E** KEGG pathway analysis of downregulated genes in the VEGF-C + LPS group compared to the eGFP + LPS group

### Pre-existing impairment of meningeal lymphatic drainage worsens sepsis-induced cognitive dysfunction in aged mice

As shown in Figs. 1 and 2, sepsis can severely disrupt meningeal lymphatic function. We next explored whether prior defects of meningeal lymphatic drainage in aged mice contribute to exacerbated impairment of cognitive function after sepsis and whether this may help to explain the increased severity of SAE in the elderly.

Therefore, to officially investigate how pre-existing impairment of the meningeal lymphatic system affects brain function after sepsis, we used a surgical method to ligate bilateral dCLNs before LPS-induced sepsis. After completing this procedure, the mice were rested for 7 days before receiving LPS treatment (Fig. 7A). After LPS injection, dCLN ligation resulted in a significant decrease in the area of the node covered by OVA-647 tracer in comparison to the sham group (Fig. 7B, C). Additionally, we showed that ligation of the dCLNs significantly damaged the cognitive function of sepsis mice (Fig. 7D, E). We then investigated NeuN expression to further examine neuronal injury in the CA1 region of the hippocampus. Unsurprisingly, ligation of the dCLNs led to a decline in NeuN expression compared to that in the sham group (Fig. 7F, G). Finally, we detected the protein levels of caspase-3 and PSD95 in the hippocampus (Fig. 7H). The level of protein caspase-3 was increased in the ligated dCLNs group (Fig. 7H, I). The ligation of dCLNs resulted in a decreased level of PSD-95 protein, indicating that dCLNs ligation may damage the synaptic function (Fig. 7H, J). In short, these data suggest that pre-existing impairment of meningeal lymphatic drainage worsens LPS-induced cognitive dysfunction and neuronal damage in aged mice.

**Fig. 7:**
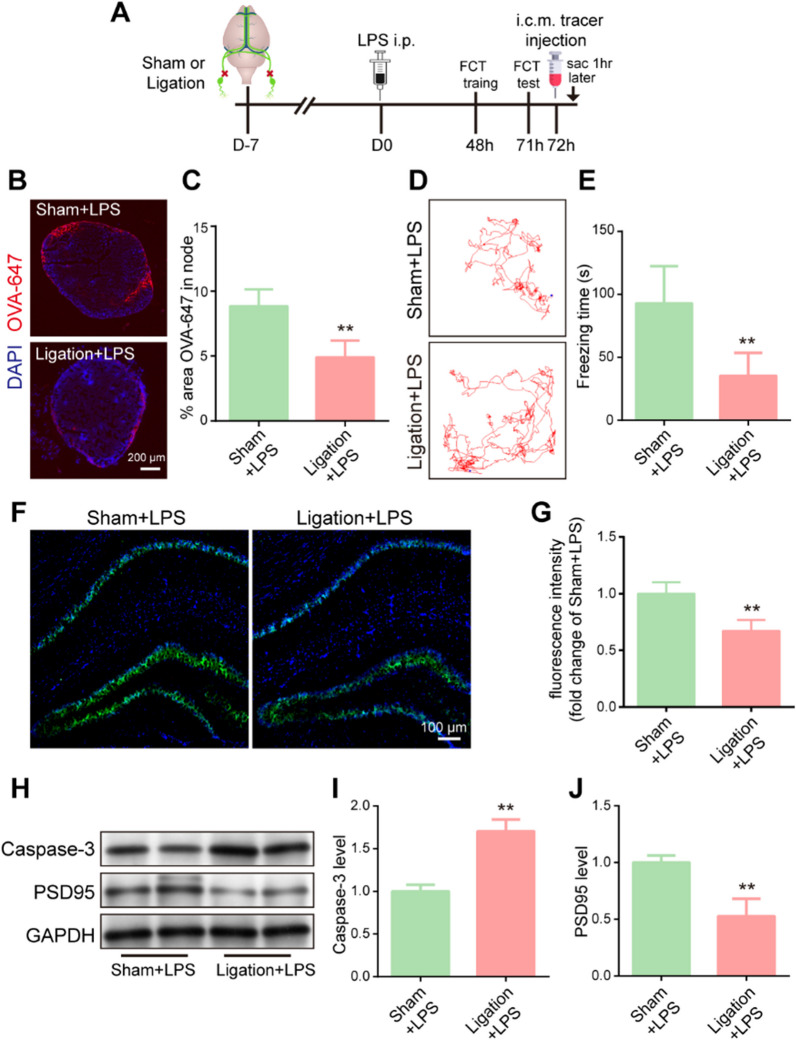
Pre-existing impairment of meningeal lymphatic drainage worsens sepsis-induced cognitive dysfunction in aged mice. **A** The experimental timeline of surgery, behavioral tests, tracer injection into the cisterna magna, and tissue collection (sac). **B** Representative immunofluorescence images of OVA-647 accumulation in dCLNs. **C** Quantification of OVA-647 accumulation in dCLNs, n = 6. **D** Representative trajectory of each group in the FCT. **E** Quantification of freezing time in the FCT, n = 8. **F** Immunofluorescence staining was used to detect NeuN (green) in the hippocampus. **G** Fluorescence intensity of NeuN in the hippocampus, n = 6. **H** The expression of caspase-3 and PSD-95 in the hippocampus was detected by western blotting using specific antibodies. **I, J** Expression of caspase-3 and PSD-95 was quantified and normalized to GAPDH levels. The ligation + LPS value was then expressed relative to the sham + LPS value, which was set to 1, n = 4**.** **P < 0.01, LPS + ligation vs. LPS + sham. All data are expressed as the mean ± SD

### Pre-existing impairment of meningeal lymphatic drainage exacerbates sepsis-induced neuroinflammation in aged mice

The findings from Fig. 7 motivated us to explore whether sepsis mice with pre-existing meningeal lymphatic dysfunction show more serious neuroinflammation. To verify the severity of the inflammation, we measured the levels of Iba1 and inflammatory factors. We found that ligated dCLNs resulted in a higher percentage area of Iba1 in the hippocampus (Fig. 8A, B). Furthermore, the ligated + LPS group had higher levels of IL-1β and IL-6 than the LPS group (Fig. 8C, D). Taken together, these data suggest that neuroinflammation may be exacerbated if SAE occurs in a setting of pre-existing meningeal lymphatic dysfunction.

**Fig. 8:**
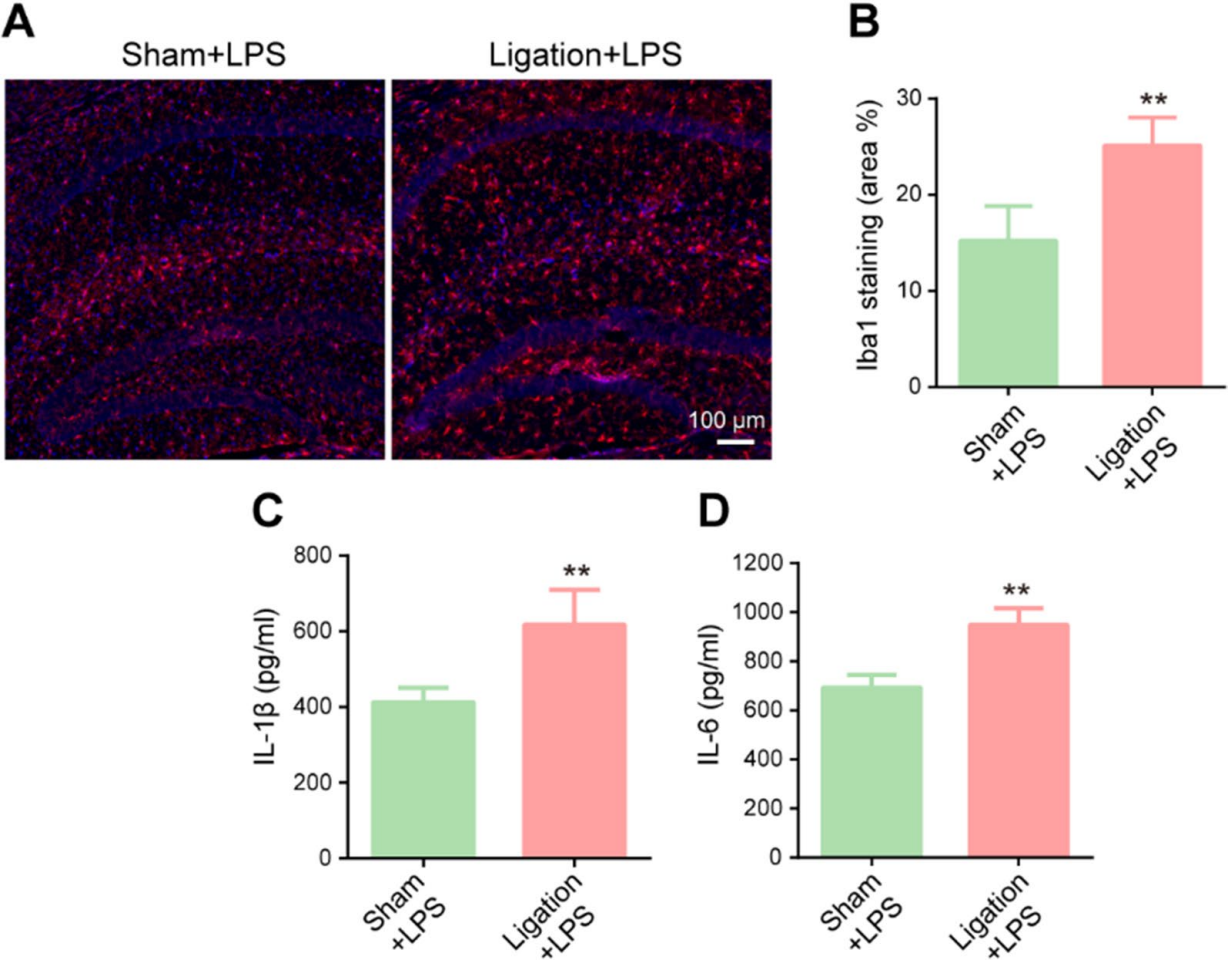
Pre-existing impairment of meningeal lymphatic drainage exacerbates sepsis-induced neuroinflammation in aged mice. **A** Immunofluorescent staining was used to detect Iba1 (red) in the hippocampus. **B** Quantitative results of the percentage of Iba1-positive areas in the total area of the image. n = 6.** C**, **D** Levels of Il-1β and IL-6 in the hippocampus, n = 6. **P < 0.01. All data are expressed as the mean ± SD

## Discussion

The relationship between SAE and meningeal lymphatic vessels is poorly understood. Our study has shown the importance of the meningeal lymphatic system for SAE therapy. We found that meningeal lymphatic function is promptly damaged following sepsis and that it may take a while to completely return to normal levels. Furthermore, we demonstrated that the delivery of AAV1–VEGF-C through the magna cisterna improves the drainage of meningeal lymphatics in mice with sepsis. AAV1–VEGF-C treatment can also attenuate microglial activation and neuroinflammation and alleviate sepsis-induced cognitive impairment. We also showed that pre-existing meningeal lymphatic dysfunction by ligating dCLNs aggravated sepsis-induced neuroinflammation and cognitive deficits. Collectively, these findings reveal a functional role of meningeal lymphatics in mediating neuroinflammation in sepsis and provide a new modality of SAE therapy.

SAE causes long-term cognitive impairment and deteriorates the neuroinflammatory process with immune dysfunction, particularly in the aging community [28]. The pathological features of SAE are complex processes of dysregulated immune response and systemic inflammation [29, 30]. Various factors are reportedly involved in the nosogenesis of SAE, including inflammatory cytokines, BBB breakdown, ischemic processes, deterioration of brain homeostasis, and decline in metabolism [31], although the precise mechanism is still unknown. The existing mechanisms of SAE largely focus on activating the brain’s immune system. However, how inflammation develops and worsens, leading to the deterioration of homeostasis in the brain and causing sepsis in elderly patients, remains to be studied.

Since the discovery of meningeal lymphatics in 2015, an increasing body of evidence has demonstrated that the meningeal lymphatic system plays a key role in regulating immune responses and inflammation in the central nervous system [11, 13, 14, 32–34]. In these studies, increased drainage of the meningeal lymphatic system resulted in a better response to systemic immunotherapy against brain tumors and neuroinflammation after traumatic brain injury [32, 35], as well as ameliorated cognition and memory performance in age-associated neurodegenerative diseases such as Alzheimer’s disease [36, 37]. It is unknown whether meningeal lymphatic drainage is engaged in facilitating or alleviating neuroinflammation and whether it is directed against specific disease conditions. For instance, several studies have found that lymphatic drainage plays a role in stimulating autoimmunity, as it promotes the drainage of brain antigens into dCLNs [38, 39]. In experimental autoimmune encephalomyelitis (EAE), ablation of meningeal lymphatic drainage ameliorates EAE (spontaneous) pathology by limiting the drainage of MOG into dCLNs, thereby preventing the activation of MOG-specific T cells [33]. In other circumstances, the meningeal lymphatic system serves as a drain for macromolecules, protein aggregates, and even triacylglycerols of the CNS and works as a “cleaner” for the waste of the CNS [40]. In a mouse model of Alzheimer’s disease [11], ablation of lymphatic drainage using visudyne photoablation or lymphatic ligation led to deposition of amyloid-β in the meninges and hippocampus. Furthermore, recent studies have indicated that VEGF-C-driven meningeal lymphatic drainage is essential for modulating depression-like behavior and generating an efficient immune response against brain tumors [21, 35, 40].

However, the role of the meningeal lymphatic system in SAE is not fully understood, especially in the aged. Here, we confirmed that sepsis can rapidly impair the drainage of meningeal lymphatic vasculature and found that the damage to lymphatic drainage is more severe in aged mice, which may explain the more severe effects of SAE on brain function and neuroinflammation in elderly people. Our data also suggest that sepsis reduces the coverage of the meningeal lymphatic vasculature, which may alter CSF drainage, resulting in a reduction in CSF reaching the hot spots of the meningeal lymphatics. Such alterations in CSF drainage may be attributed to the morphological impairment of meningeal lymphatics. We also found that overexpression of VEGF-C increased meningeal lymphangiogenesis and enhanced lymphatic drainage, leading to the improvement of neuroinflammation and cognitive impairment in SAE. In a mouse model of hepatic encephalopathy (HE), VEGF-C overexpression was found to attenuate brain inflammation and restore motor function in bile duct ligation rats [41]. These results indicate that meningeal lymphangiogenesis induced by VEGF-C ameliorates neuroinflammation and gliosis by facilitating lymphatic drainage and improving neurological diseases.

Aging is a major risk factor for many neurodegenerative diseases, including Alzheimer’s disease [42]. Indeed, Da Mesquita et al. demonstrated that lymphatic drainage of aged mice was impaired, which was accompanied by a decrease in the diameter and coverage of meningeal lymphatic vessels, as well as a decrease in CSF macromolecules into dCLNs [11]. Several studies have also suggested that lymphatic drainage function is impaired in the aging human brain, as examined by magnetic resonance imaging (MRI) [15, 43, 44]. Moreover, as shown in Fig. 3, sepsis can cause significant impairment of meningeal lymphatic drainage in aged mice compared with young mice. These findings led us to hypothesize that the deterioration of meningeal lymphatic vessels may be the main reason for the vulnerability of the elderly to SAE after sepsis. Therefore, we ligated the dCLNs before LPS injection to block lymphatic drainage. Previous lymphatic drainage defects worsen sepsis-induced neuroinflammation and cognitive dysfunction, further explaining why the elderly are more likely to exhibit activation of microglia and grievous neuroinflammation than young people when faced with sepsis.

Neuroinflammation plays a crucial role in the pathogenesis of SAE and often persists for months or even years in the elderly [2, 45]. Based on previous research, impaired drainage of DAMPs (e.g., amyloid β, cellular debris, necrotic cells, and other macromolecules) from the brain may trigger long-term immune activation in the injured brain [46]. It has been proven that timely and effective intervention against neuroinflammation has positive effects on cognitive impairment caused by SAE [47]. However, the mechanism of uncontrolled inflammatory responses during SAE, which leads to cognitive dysfunction, remains difficult to determine. Activated microglia can release many cytokines, including IL-1β, which is negatively correlated with the severity of memory dysfunction [48]. Our results revealed that enhanced lymphatic drainage suppressed the activation of microglia and the expression of inflammatory factors and increased the level of PSD95 in SAE, suggesting that VEGF-C treatment is of great significance for hippocampal neuron activity, synaptic plasticity, and early prevention of SAE.

We explored the potential mechanism by which enhanced meningeal lymphatic drainage alleviates neuroinflammation in SAE by RNA-seq analysis. We identified genes that were significantly changed in SAE but reversed by VEGF-C overexpression. Among them, MYRF is a transcriptional regulator, the upregulation of which is necessary for oligodendrocyte differentiation and myelin maintenance [49]. In the latter study, the phosphorylation of MYRF mediated demyelination and induced chronic inflammation in multiple sclerosis [50]. Under these conditions, the knockdown of MYRF has been shown to impair some behaviors, including learning complex wheel running [51] and spatial memory [52]. 

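Myrf (ENSMUSG00000036098) lies on chromosome 19 of GRCm38 from 10208272 to 10240748. In the hippocampus of the 3 eGFP + LPS mice its FPKM was 3.93, 3.43 and 4.24, from 565, 509 and 643 reads. In the 3 VEGF-C + LPS mice its FPKM was 8.41, 7.56 and 7.37, from 1227, 1077 and 1105 reads. Both groups had received LPS, so the values give the difference between the vectors and no level without LPS.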

In our RNA-seq analysis of the hippocampus, we observed an obvious decline in MYRF expression in eGFP-treated mice. However, this decline can be restored by VEGF-C overexpression, which indicates that enhanced lymphatic drainage induced by VEGF-C promotes oligodendrocyte differentiation and myelin maintenance, resulting in improvements in spatial memory and chronic inflammation. 

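The log2 fold change of Myrf, VEGF-C + LPS over eGFP + LPS, was 0.99 (standard error 0.131, adjusted p = 0.240 from limma), and it stayed between 0.91 and 1.06 with each mouse left out in turn. All 24 markers of mature oligodendrocytes tested had an unadjusted limma p under 0.05 and were higher in the VEGF-C + LPS group, with a mean log2 fold change of 1.03 (camera, adjusted p = 4.07e-29). For the 14 of them not drawn in Fig. 6C the mean was 0.99. The 7 markers of newly formed oligodendrocytes had a mean log2 fold change of 0.64 (camera, adjusted p = 4.22e-04) and the 6 precursor markers 0.89 (camera, adjusted p = 2.28e-05). With the correlation between genes estimated for each set, the adjusted camera p was 0.183 for each of the 3 sets, the highest over the alternatives, whose lowest were 1.09e-34 (mature), 1.15e-04 (newly formed) and 2.38e-06 (precursor). In each of the 3 sets, every VEGF-C + LPS mouse was above every eGFP + LPS mouse (exact permutation test, p = 0.1, the smallest possible). Of the precursor markers, Pdgfra, at 0.15, and Lhfpl3, at 0.56, had overlapping groups, while C1ql1, Cspg4, Olig1 and Olig2 did not. Olig1 and Olig2 are also expressed in mature cells. In the same mice the set of 7 general neuron markers had a mean log2 fold change of -0.19, with 6 of the 7 genes lower. The oligodendrocyte and neuron markers cannot be told apart from a difference in white matter content of the dissected tissue.

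**Figure D3:**
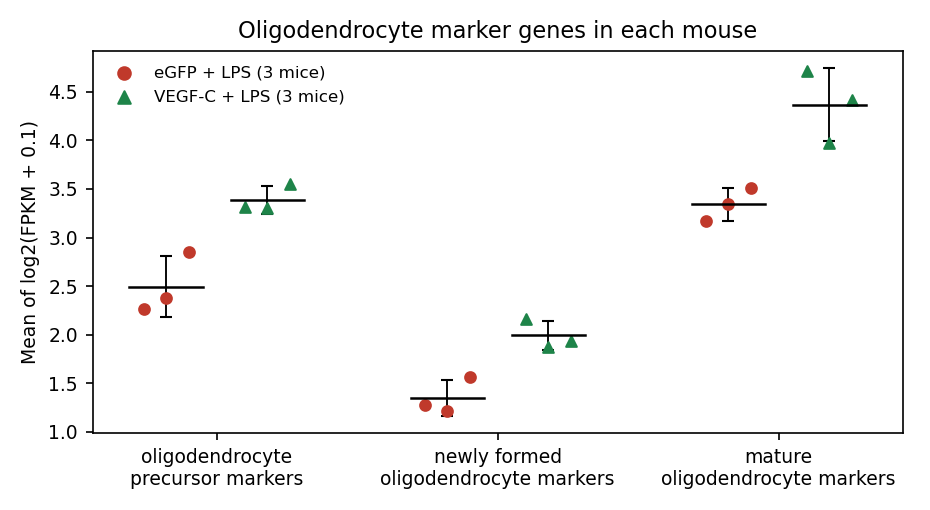
Mean of log2(FPKM + 0.1) over the 6 precursor, 7 newly formed and 24 mature oligodendrocyte markers in each mouse (points), with the group mean (line) and SD (error bar, n = 3). The 3 VEGF-C + LPS mice lie above the 3 eGFP + LPS mice in each set.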

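Of 93 oxytocin signaling genes, 18 were among the genes lower in the VEGF-C + LPS group at an unadjusted limma p under 0.05, where 3.85 were expected (adjusted p = 1.08e-06, Fisher's exact test). Among these were Eef2k, Mef2c, Ptgs2 and genes of the calmodulin-dependent kinases, and their set had a mean log2 fold change of -0.14 (camera, adjusted p = 6.04e-04). The FPKM of Oxt itself ran from 0 to 74.4 over the 6 mice, with both groups reaching 0. Of 53 genes of Toll-like receptor signaling, 9 were among the lower genes where 2.19 were expected (adjusted p = 0.00229, Fisher's exact test), namely Ccl5, Cxcl10, Ctsk, Tlr9, Cxcl9, Spp1, Ikbke, Ikbkg and Tlr2. This adjusted p was under 0.05 in 17 of 20 alternatives. It was 0.08 without eGFP + LPS mouse 1, 0.108 without VEGF-C + LPS mouse 1 and 0.0743 without VEGF-C + LPS mouse 3. The mean log2 fold change of the 53 genes was -0.33 (camera, adjusted p = 1.7e-04). In the Reactome database, the 102 tested genes of the Toll-like receptor cascades had a mean log2 fold change of -0.077 (camera, adjusted p = 0.163), with 10 lower genes where 4.22 were expected (adjusted p = 0.0469, Fisher's exact test). Its 34 genes of chemokines and their receptors had a mean log2 fold change of -0.42 (camera, adjusted p = 0.0067), with 3 lower genes where 1.41 were expected (adjusted p = 0.443, Fisher's exact test) and overlapping set means. Its 9 genes of TNF signaling and 166 genes of B-cell receptor signaling had mean log2 fold changes of -0.074 (camera, adjusted p = 0.371) and -0.034 (camera, adjusted p = 0.279). The former held 0 lower genes (adjusted p = 1, Fisher's exact test) and the latter 12 where 6.87 were expected (adjusted p = 0.154, Fisher's exact test).

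**Figure D4:**
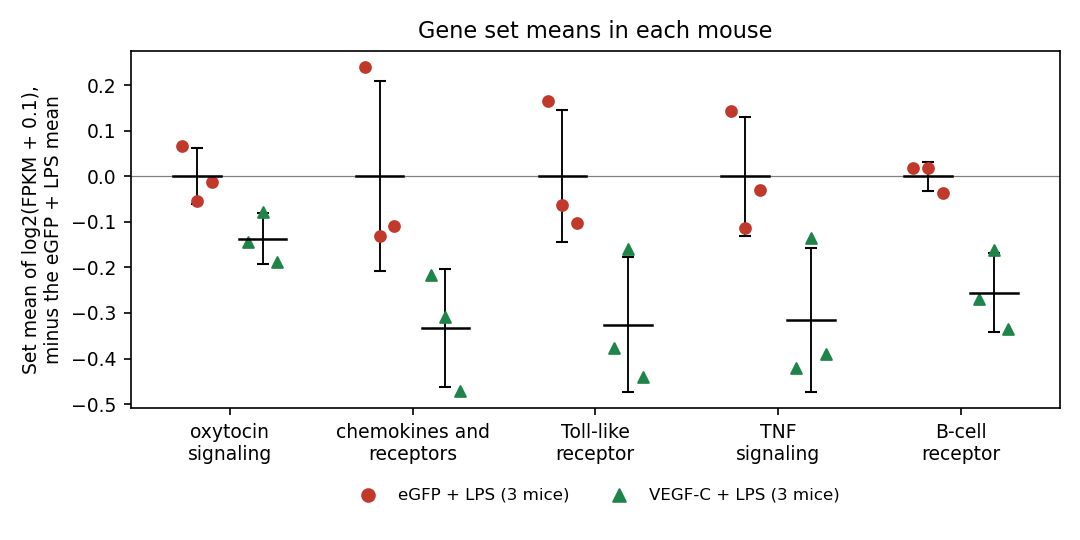
Mean of log2(FPKM + 0.1) over the genes of each of 5 sets in each mouse (points), with the mean of the eGFP + LPS group subtracted, and the group mean (line) and SD (error bar, n = 3). The 3 VEGF-C + LPS mice lie below the 3 eGFP + LPS mice in each of the 5 sets.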

We also observed that VEGF-C treatment suppressed oxytocin signaling, chemokine signaling, Toll-like receptor signaling, TNF signaling, and the B-cell receptor signaling pathway, which indicates that neuroinflammation is inhibited by VEGF-C pretreatment. Therefore, promoting functional recovery of the meningeal lymphatic system may represent a novel therapeutic target for SAE. However, the mechanism underlying meningeal lymphatic disruption caused by sepsis is unclear. Da Mesquita et al. showed that a reduction in CCR7 expression by meningeal T cells in old mice is linked to worsened glymphatic function and neuroinflammation [53]. Further studies are needed to explore whether meningeal immune cells are involved in sepsis-induced meningeal lymphatic dysfunction.

Several studies have reported the drainage of CSF to extracranial lymph nodes via the perineural and perivascular subarachnoid spaces of cranial nerves and cranial arteries [54, 55]. Considering that, visudyne, a photoconvertible drug, or AAV virus, could be employed in subsequent studies to selectively ablate meningeal lymphatic vasculature and elucidate its role in SAE.

## Conclusions

In conclusion, the results described here reveal that the meningeal lymphatic system is damaged in sepsis, and pre-existing defects in this drainage system intensify the neuroinflammation and cognitive dysfunction induced by SAE. Meningeal lymphatic drainage may become incapable of clearing increased DAMPs in the brain in SAE. More importantly, we provide evidence that increased meningeal lymphatic system activity induced by VEGF-C overexpression effectively reduces sepsis-induced neuroinflammation and cognitive dysfunction, which provides a promising target for the prevention and treatment of SAE in elderly patients.

### Supplementary Information

**Additional file 1: Table.** The number of animals used for multiple study parameters. **Figure S1**. Open field was performed to analyze the locomotor activity at day 3 after LPS injection. **Figure S2**. Intracisternal injection of the AAV1-eGFP virus into the cisterna magna did not yield any observable effect on liver lymphatic lymphangiogenesis. **Figure S3**. Schematic diagram of lymph fluid from the head entering the blood circulation.

## Data Availability

The RNA sequencing data generated for this study can be found in the GEO repository under accession number GSE247222. The datasets generated during this study are available from the corresponding author upon reasonable request.

## Abbreviations

AAV1: Adeno-associated virus 1
BBB: Blood–brain barrier
CCL5: C–C motif chemokine 5
CNS: Central nervous system
dCLNs: Deep cervical lymph nodes
ELISA: Enzyme-linked immunosorbent assay
FCT: Fear conditioning test
FACS: Fluorescence-activated cell sorting
IL-1β: Interleukin-1β
IL-6: Interleukin-6
Iba1: Ionized calcium-binding adapter molecule 1
LPS: Lipopolysaccharide
Lyve-1: Lymphatic vessel endothelial receptor-1
MMP3: Matrix metalloproteinase 3
PSD-95: Postsynaptic density protein-95
qRT-PCR: Quantitative real-time PCR
SAE: Sepsis-associated encephalopathy
VEGF-C: Vascular endothelial growth factor C

# Supplementary material for: Enhanced meningeal lymphatic drainage ameliorates lipopolysaccharide-induced brain injury in aged mice
**Source:** J Neuroinflammation. 2024 Jan 30;21:36. doi: 10.1186/s12974-024-03028-4
**Supplement:** Supplementary file 1 — Additional file 1: Table. The number of animals used for multiple study parameters. Figure S1. Open field was performed to analyze the locomotor activity at day 3 after LPS injection. Figure S2. Intracisternal injection of the AAV1-eGFP virus into the cisterna magna did not yield any observable effect on liver lymphatic lymphangiogenesis. Figure S3. Schematic diagram of lymph fluid from the head entering the blood circulation.

**Table. The number of animals used for multiple study parameters**

Part 1. Sepsis impairs meningeal lymphatic drainage function in aged mice

| Group | Immunofluorescence staining | Western blot | Sorting of meningeal LECs |
| --- | --- | --- | --- |
| Vehicle | 6 | 4 | 12 |
| LPS 1d | 6 | 4 | 12 |
| LPS 3d | 6 | 4 | 0 |
| LPS 7d | 6 | 4 | 0 |

Part 2. Meningeal lymphatic function of aged mice is more vulnerable to sepsis

| Group | Immunofluorescence staining |
| --- | --- |
| Aged + Vehicle | 5 |
| Aged + LPS | 5 |
| Young + LPS | 5 |

Part 3.窗体顶端

Identification of the infection effects of AAV1-eGFP on the meninges

| Group | Immunofluorescence staining |
| --- | --- |
| Vehicle | 3 |
| AAV1-eGFP | 3 |

Part 4. Improvement of meningeal lymphatics alleviates sepsis-induced cognitive dysfunction and neuroinflammation in aged mice

| Group | Immunofluorescence staining | Behavioral testing | Western blot | ELISA | Transcriptome analysis |
| --- | --- | --- | --- | --- | --- |
| eGFP +LPS | 6 | 8 | 4 | 6 | 3 |
| VEGF-C + LPS | 6 | 8 | 4 | 6 | 3 |

Part 5. Pre-existing impairment of meningeal lymphatic drainage worsen sepsis-induced cognitive dysfunction and neuroinflammation in aged mice

| Group | Immunofluorescence staining | Behavioral testing | Western blot | ELISA |
| --- | --- | --- | --- | --- |
| Sham + LPS | 6 | 8 | 4 | 6 |
| Ligation + LPS | 6 | 8 | 4 | 6 |

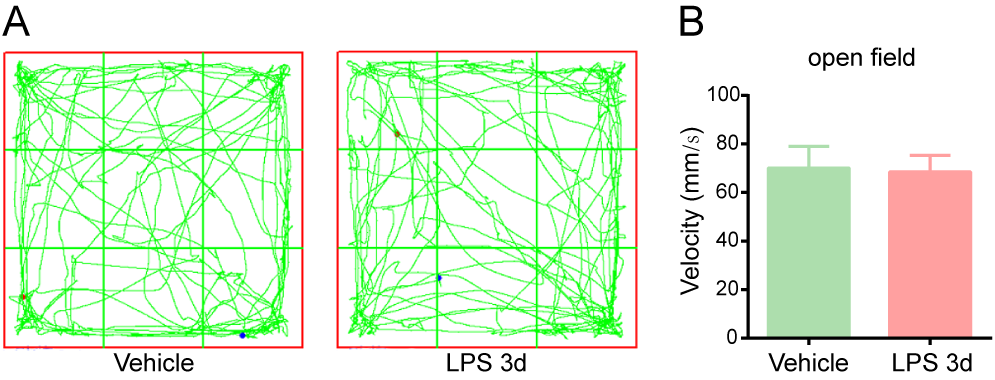

**Figure S1. Open field was performed to analyze the locomotor activity at day 3 after LPS injection.** **A**. Representative trajectory of each group in the open field test. **B**. Quantification of velocity in the open field test, n = 8, mean ± SD.

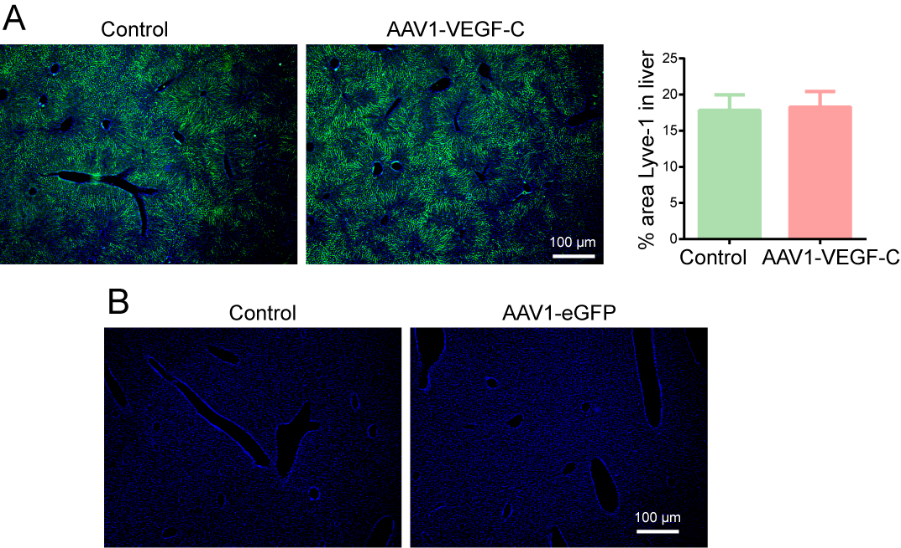

**Figure S2. Intracisternal injection of the AAV1 virus into the cisterna magna did not yield any observable effect on liver lymphatic lymphangiogenesis. A.** Representative immunofluorescence images of liver stained with Lyve-1 and Graph depicting the percentage area of Lyve-1 coverage in the liver. **B.** Expression of eGFP in the liver.

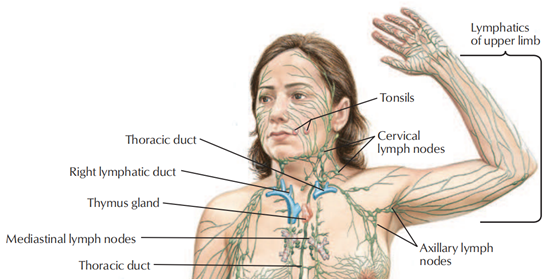

**Figure S3. Schematic diagram of lymph fluid from the head entering the blood circulation.** Lymph fluid originates from the head, particularly the meninges. The meningeal lymphatic vessels transport the lymph fluid to the cervical lymph nodes. From the cervical lymph nodes, the lymph fluid converges toward the venous angle. The lymph fluid is pumped by the heart and circulates through the arterial system, reaching various parts of the body. Netter's atlas of human anatomy, 2017.7e.

How the deposited data were processed for this re-analysis (not part of the article)

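RNA of the hippocampus was sequenced from 3 mice of the eGFP + LPS group and 3 mice of the VEGF-C + LPS group. The library labels name the virus only for the VEGF-C + LPS group, and the other group was taken as eGFP + LPS because the paper names no other group for the transcriptome. The labels call the tissue brain and the paper calls it hippocampus, and the paper's word is used. Same-numbered samples of the groups are different mice, and the numbers come from the labels.

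The authors deposited a table of 54532 genes with a gene length and an FPKM value per mouse, that is, reads scaled to gene length and to a library size. The paper's text does not name the aligner, the counting tool, the genome build or the test for the DEGs. Of the identifiers in the table, 54409 are in GENCODE M21, and 53499 genes, 98.3%, have the same start and end there, so coordinates are given for GRCm38. The product of FPKM and gene length was a whole multiple of a fixed step in 100% of the values of every mouse, which gave the reads per gene. The library sizes that the steps imply equal the median-of-ratios size factors of these reads (from 0.976 to 1.04) times the geometric mean of the totals, so the deposited FPKM values already include that scaling. Reads per mouse totalled between 15961826 and 17636766. The 10 genes with the most reads held between 4.39% and 5.37% of them. Samples were compared for duplication by the chi-square per degree of freedom of their reads, which lay between 12.1 and 15.0 within the eGFP + LPS group and between 34.0 and 41.4 within the VEGF-C + LPS group, so no library was a copy of another.

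For the main comparison, genes with a mean FPKM of at least 0.1 over the 6 mice were kept (21390 genes), log2(FPKM + 0.1) was taken, and lmFit and eBayes with a mean-variance trend were run in limma 3.58.1 under R 4.3.3, VEGF-C + LPS against eGFP + LPS. All p-values of limma are two-sided, and adjusted p-values are by the Benjamini-Hochberg method over all genes tested. Exact permutation tests were two-sided over the 10 splits of the 6 mice, and cannot give a p under 0.1. Gene sets were written by hand as symbol rules for the pathways the paper names and for cell type and region markers, and 5 Reactome pathways were added. Of the identifiers in these Reactome pathways, 181 of 183, 9 of 9, 277 of 280, 105 of 109 and 60 of 68 were found in the table for B-cell receptor signaling, TNF signaling, axon guidance, Toll-like receptor cascades and chemokines. Sets were tested by one-sided Fisher's exact tests against all genes tested, and by camera with an inter-gene correlation of 0.01. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

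The genes named in the text are those the paper names, draws in Fig. 6C or measures as proteins, and the 10 genes with the largest log2 fold change among those with an adjusted p under 0.05 and non-overlapping groups, filled by the smallest unadjusted p. The latter part of the rule gave Mir7061, Gm44361, Mir343, Gm24399, Gm23615 and Gm24610 beside genes of Fig. 6C. These 6 are small RNA genes of 65 to 109 bases with at most 6 reads in any mouse. Markers of brain regions and the other copies of Rpl30 were singled out after their values were seen, except the markers of striatum, cortex, thalamus, choroid plexus and hippocampal fields, whose lists were written earlier.

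Simulated reads were drawn for 20725 genes from the means and totals of these samples, independently per gene, with variation set by mean reads alone. In them 199 genes were changed by a log2 fold change of 1 in either direction. The limma test was tested on these data. It called 37.7% of the changed genes at an adjusted p under 0.05, and 25.7% of its calls were unchanged genes, all with a mean under 10 reads, so a call on so few reads is weak. Of the unchanged genes, 5.12% had an unadjusted p under 0.05. With voom, 78.4% of the changed genes were called and 3.1% of the calls were unchanged genes. A negative binomial Wald test on the recovered reads, written and chosen after seeing the data, was tested on 21390 simulated genes. It called 60.5% of 200 changed genes, and 22.9% of its calls at an adjusted p under 0.05 were unchanged genes, so its counts of adjusted calls are too high. Of the unchanged genes, 3.8% had an unadjusted p under 0.05. Its p-values are not given for single genes.

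Alternatives were a pseudocount of 1 or 0.01, a mean FPKM of at least 1 or no filter, rescaling to TPM, median-of-ratios scaling, quantile normalization, limma without the trend, robust, with array weights or with the replicate number as a block, voom on the recovered reads, protein-coding genes only, each mouse left out in turn, the inter-gene correlation estimated for each set, gene lists at an adjusted p under 0.1, gene sets without the oligodendrocyte marker genes, and for the principal components 500 genes or unit variance. Added after seeing the data were a minimum mean of 10 recovered reads, the striatum marker score as a covariate, and the negative binomial test. The log-scale test was planned because the deposited unit is FPKM. Of the methods for counts, only voom and the negative binomial test were run, on the recovered reads. The KEGG lists, the behavioural, imaging and protein measurements, and mice without LPS were not analysed here. Some named genes are not reported here.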

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

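All tests in this part were chosen only after the result was seen, apart from the test of the share of reads on 10 genes. The results below were picked by a rule that was also written after the values were seen. It takes cell type marker sets outside the paper's pathways whose groups did not overlap and whose adjusted camera p was under 0.05, region genes more than 10 times higher in 1 mouse than in every other mouse, and copies of Rpl30 outside Fig. 6C with an unadjusted limma p under 0.05. With 3 mice against 3, 10% of sets have groups that do not overlap by chance, and 7 of the 22 marker sets had such groups.

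The paper discusses Myrf but no sets of oligodendrocyte genes. The mature markers were higher in the VEGF-C + LPS group by a mean log2 fold change of 1.03, the newly formed markers by 0.64 and the precursor markers by 0.89, in 3 of 3 mice against every eGFP + LPS mouse. With the correlation between genes estimated for each set, the adjusted camera p of each was 0.183, the highest over the alternatives. Of the 24 mature markers 10 are genes of Fig. 6C, so the 14 others were tested alone, and 0 of 10000 random gene sets matched on gene length and expression rose as much, which is against gene length bias. With the striatum marker score as a covariate, the mean log2 fold change of these 14 was 1.07, against 0.99 without it. The striatum markers overlapped between the groups (exact permutation test, p = 0.7), so the covariate is a weak check. It gave no sign that tissue from the striatum accounts for the rise. Other regions were not used as a covariate. The 5 thalamus markers had a mean log2 fold change of 0.56, with 4 genes higher and overlapping groups (exact permutation test, p = 0.3). Within each group their means ranked the mice in the same order as the mature markers. Tissue from regions other than the striatum thus remains open as an explanation. A larger share of white matter in the dissected tissue is a candidate explanation. If it were the cause, precursor markers would rise much less than mature ones. They rose by 0.89, in 6 of 6 genes. Olig1 and Olig2 among them are also expressed in mature cells, and the 4 others had a mean log2 fold change of 0.74 (exact permutation test, p = 0.1, the smallest possible), from 0.15 for Pdgfra to 1.35 for C1ql1. This is against white matter as the full explanation, but how much these genes differ between white matter and the rest of the tissue was not measured, so the test cannot decide. The set of general neuron markers had a mean log2 fold change of -0.19, with 6 of 7 genes lower, and this fell short of an adjusted camera p of 0.05 without eGFP + LPS mouse 1, eGFP + LPS mouse 2 or VEGF-C + LPS mouse 2. The 5 cortex markers were all lower, with a mean log2 fold change of -0.73 (camera, adjusted p = 5.7e-05, from 1.88e-08 to 0.255 over the alternatives), 4 of them at an unadjusted p under 0.05 (adjusted p = 1.83e-04, Fisher's exact test), but the set means of the groups overlapped (exact permutation test, p = 0.2). The oligodendrocyte and neuron markers cannot be told apart from a difference in white matter content, and no biological explanation is put forward for them.

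Interferon response genes, which the paper does not discuss as a set, had a mean log2 fold change of -0.94 in the VEGF-C + LPS group, lower in 16 of 16 genes, with an adjusted camera p of 0.183 where the correlation between genes was estimated for the set (from 3.36e-15 to 0.183 over the alternatives). Fewer macrophages or monocytes in the tissue may lower these genes and the chemokines. The 9 border macrophage and monocyte markers had a mean log2 fold change of -0.59 with overlapping groups (exact permutation test, p = 0.2; camera, adjusted p = 0.125). Without Marco and Msr1, which are genes of Fig. 6C, the mean of the 7 others was 0.041 (exact permutation test, p = 0.9). Of all 9 markers 6 were higher, which is against a general fall of these cells. The pair was left out because it had changed and the groups overlapped, so the test does not rule out fewer cells of some kind. Blood left in the vessels of the eGFP + LPS samples is another candidate explanation. The 5 red blood cell genes had a mean log2 fold change of -1.07, and every VEGF-C + LPS mouse was lower than every eGFP + LPS mouse (exact permutation test, p = 0.1, the smallest possible). Ccl5, at a log2 fold change of -2.41, Gbp2, at -1.70, and Cxcl10, at -1.62, fell by more, but these are genes of Fig. 6C. As sets, the interferon response genes, at -0.94, and the chemokine genes, at -0.33, fell by less than the red blood cell genes. The comparison thus depends on the genes chosen, and it does not decide whether residual blood is the full explanation. Whether blood carries transcripts of the chemokine and interferon genes was not tested, so a part played by residual blood, or by the bleeding and vessels that set its amount, cannot be ruled out. No explanation was tested for the red blood cell genes themselves.

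Single mice held genes of other brain regions. Pmch, a gene of the hypothalamus, had an FPKM of 16.0 in VEGF-C + LPS mouse 2 and at most 0.626 in the other 5 mice. Slc6a3, a gene of midbrain dopamine neurons, had an FPKM of 31.9 in VEGF-C + LPS mouse 3 and at most 1.18 in the others. Drd2, a gene of the striatum, ran from 0.453 to 15.3 in the eGFP + LPS mice and from 5.32 to 22.6 in the VEGF-C + LPS mice. The 6 striatum markers ranked the 6 mice in nearly the same order, with a Kendall's W of 0.946 (permutation test, p = 0.0001, the smallest that 10000 permutations can give). This is consistent with tissue from other brain regions in some samples, in both groups. The largest total of reads was 1.1 times the smallest, which is against library size as the explanation. The largest share of reads on 10 genes was 1.22 times the smallest, which is against a few genes taking most of the reads. Mice of the same group may thus differ in what was dissected. No biological explanation was tested, since the design gives none for single mice.

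Rpl30-ps1 and Rpl30-ps8, which the paper does not name, had log2 fold changes of 2.75 (adjusted p = 0.251 from limma) and 2.15 (adjusted p = 0.506 from limma), higher in 3 of 3 VEGF-C + LPS mice. Like Rpl30-ps10 and Gm12191 they are near copies of the Rpl30 transcript. If reads were shared between the copies, the reads of the family together would change little while their division moved. The reads of the family together had a log2 fold change of 0.041 (exact permutation test, p = 0.9). This is consistent with reads of Rpl30 transcripts that were placed differently in the samples of the groups, so the higher pseudogenes cannot be told apart from shared reads. A variant of Rpl30 that makes its reads resemble the pseudogenes, carried by the mice of 1 group, may have the same effect and was not tested, since the table holds no sequences.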

How the results depend on the processing

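The tests of this part set no explanation against a result, and the negative binomial test, the minimum of 10 recovered reads and the striatum covariate were added after the results were seen. The gene filter, pseudocount, tests, gene sets and all other alternatives were set before the data were examined. The cause of each change below was not tested.

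The number of genes with an unadjusted p under 0.05, 1790 in the main setting, stayed within 1.5 times that count in every setting that kept all mice, from 1301 with a mean FPKM of at least 1 to 2071 with no filter (2206 with the striatum covariate). Across the 6 fits that each left out 1 mouse it ran from 899 to 2723, and 2899 genes had groups that did not overlap, 13.6% against 10% by chance. The median-of-ratios scaling cannot move these results, since the deposited values already include it.

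The number of genes with an adjusted p under 0.05, 1 in the main setting, was 0 with a pseudocount of 1 (1730 at an unadjusted p under 0.05), with a mean FPKM of at least 1 (1301), with no filter (2071), with voom (1887), with protein-coding genes only (1477) and with at least 10 recovered reads (1574). It was 2 with quantile normalization, the robust fit, array weights or the striatum covariate, 8 without the trend and 142 in the negative binomial test, and it ran from 0 to 11 with each mouse left out (1164 at an unadjusted p under 0.05 without eGFP + LPS mouse 1 and 2105 without VEGF-C + LPS mouse 1, the fits that gave 0). The number with an adjusted p under 0.1, 2 in the main setting, was 0 with a pseudocount of 1, voom, protein-coding genes only or at least 10 recovered reads, 1 with a mean FPKM of at least 1 or no filter, 16 without the trend and 247 in the negative binomial test, and it ran from 0 to 19 with each mouse left out. On simulated data the limma test called changed genes with 3 samples against 3. Those data had variation set by mean reads alone and genes drawn independently, so they cannot tell whether 3 samples suffice in these mice.

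With the replicate number as a block, 1443 genes had an unadjusted p under 0.05, 0 had an adjusted p under 0.05 and 0 under 0.1, and 8 of the 10 pathway sets passed camera. The deviations of same-numbered mice correlated by -0.0859, -0.122 and 0.0747, and the mice are different animals, so the numbers pair nothing.

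The 10 pathway sets were taken from the paper's own results on these mice. Of them, 8 passed Fisher's exact test in the main setting, 5 after rescaling to TPM, and from 4 to 9 with each mouse left out. With gene lists at an adjusted p under 0.1 the number was 0, but the 2 genes of those lists belong to none of the 10 sets, so no other number was possible, and this setting is left out of the ranges given for Fisher's exact test. In camera 7 passed, and 0 with the inter-gene correlation estimated for each set, where the adjusted p of the sets that had passed ran from 0.183 to 0.295 (from 4.09e-05 to 0.295 for Toll-like receptor signaling over its alternatives). With each mouse left out, from 6 to 9 passed. The estimated correlation also left the oligodendrocyte, interferon and clock sets at an adjusted p of 0.183, the red blood cell set at 0.253 (from 2.98e-05 over its alternatives), the cortex set at 0.255 (from 1.88e-08), the neuron set at 0.295 (from 0.00322) and the ribosomal set at 0.454 (from 2.57e-19), each the highest over its alternatives. The number of marker sets whose groups did not overlap was 7 of 22, and from 8 to 13 with each mouse left out, where smaller groups overlap less by chance.

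All 40 genes of Fig. 6C kept an unadjusted p under 0.05 in every setting that tested them, except Dsp with quantile normalization and without eGFP + LPS mouse 1, 2 or 3 or VEGF-C + LPS mouse 1 or 3. A mean FPKM of at least 1 removed Dsp and Aoah from the test, and protein-coding genes only removed Rpl30-ps10, Gm12191 and Sox2ot. The ratio of distances between and within groups on PC1 and PC2, 1.23, reversed to 0.956 without eGFP + LPS mouse 2, ran from 0.956 to 1.49 with each mouse left out, and was 1.04 on 500 genes. Over the named genes reported here and their settings 6 results became stronger, 6 became weaker and 394 kept their side of the threshold, and over the named gene sets 12 became stronger, 22 weaker and 385 kept theirs. Limma without the trend, the robust fit and the median-of-ratios scaling could not move the camera results of the sets. Their results are counted among those kept but show no stability. Marco, Ccl5, Mmp3, Myrf and Rpl30-ps10 kept an unadjusted p under 0.05 in every alternative that tested them, with highest p-values of 3.45e-04, 0.00268, 0.00378, 9.63e-04 and 7.64e-04.

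Depth limits the genes with few reads. Of the 21390 genes tested, 4880 had a mean under 10 reads, and Il6 had between 1 and 10 reads per mouse.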

Differences from the paper's values

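The paper draws its 40 genes of Fig. 6C at a false discovery rate under 0.1, and here 0 of these 40 genes had an adjusted p under 0.1 against the paper's 40, while all 40 had an unadjusted p under 0.05. Of the alternatives set before the data were examined none closed the gap. The count was 1 without eGFP + LPS mouse 2, 1 without VEGF-C + LPS mouse 1, 7 without VEGF-C + LPS mouse 2 and 0 in each of the others. The negative binomial test on the recovered reads, chosen after seeing the values, gave 40, the paper's value, and the striatum covariate, also chosen after seeing the values, gave 1. The count thus depended on the choice of test, and voom on the same reads gave 0. The paper's text does not name its test, and the negative binomial test made too many adjusted calls on simulated data.

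The paper's counts of DEGs are 1646 in total, 898 upregulated and 748 downregulated, against 1790, 905 and 885 here at an unadjusted p under 0.05, which are within 1.5 times of each other. The robust fit gave 898 higher genes, the paper's number, with 870 lower and 1768 in total. The negative binomial test, chosen after seeing the values, gave 909 higher genes and 756 lower, 1665 in total. At an adjusted p under 0.05 the total here was 1.

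The paper names Rpl30-ps10 as the upregulated gene with the strongest significance, and here it had the third smallest p among the higher genes. It ranked 1 with voom and without eGFP + LPS mouse 2, and 1 in the negative binomial test, chosen after seeing the values. Over the alternatives its rank ran from 1 to 29. The paper names Marco as the downregulated gene with the strongest significance, and here Mir7061 had a smaller p. Marco ranked 1 with voom, with protein-coding genes only, with at least 10 recovered reads and in the negative binomial test, the latter pair chosen after seeing the values, and its rank ran from 1 to 22 over the alternatives set before the data were examined.

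The paper describes the VEGF-C + LPS mice as lying near each other on the principal components. Here their mean distance was 93.3, against 54.7 within the eGFP + LPS group and 91.0 between the groups. With each mouse left out in turn, and with the other settings of the principal components, the ratio of distances between and within groups ran from 0.956 to 1.49.

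The paper lists phospholipase D signaling, axon guidance and ether lipid metabolism as enriched in the upregulated genes and chemokine signaling in the downregulated genes, from KEGG lists. With the sets used here, phospholipase D had an adjusted p of 0.137 in Fisher's exact test (from 0.0393 to 0.247 over the alternatives) and 0.316 in camera (from 0.145 to 0.829). It passed Fisher's exact test with array weights, with protein-coding genes only and without VEGF-C + LPS mouse 2, and with the 3 settings chosen after seeing the values. Chemokine genes had an adjusted p of 0.267 in Fisher's exact test (from 0.00134 to 0.392 over the alternatives) and passed camera at 0.0113. They passed Fisher's exact test with a pseudocount of 1, no trend, array weights, the replicate block, voom and protein-coding genes only, without eGFP + LPS mouse 2, without VEGF-C + LPS mouse 2, and with the 3 settings chosen after seeing the values. Axon guidance and ether lipid metabolism passed Fisher's exact test, at 0.0118 and 0.0147, but not camera, at 0.0641 (from 0.0108 to 0.829 over the alternatives) and 0.0528 (from 0.00496 to 0.385). In camera, axon guidance passed with array weights, the replicate block and voom and without eGFP + LPS mouse 3 or VEGF-C + LPS mouse 1, and ether lipid metabolism passed with array weights and voom and without eGFP + LPS mouse 2, eGFP + LPS mouse 3 or VEGF-C + LPS mouse 2. Both also passed with the striatum covariate, chosen after seeing the values.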

Other observations

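Of the tests in this part, those of gene length for the ribosomal genes and of the splits for Fisher's exact test and for the negative binomial test were chosen before their results were seen, and the others after.

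The 6 mice can be divided into 10 splits of 3 against 3, and 4 of these part all 3 same-numbered pairs as the real split does, while the other 6 part 1 pair. The real split was the only 1 of the 4 with as many as 1790 genes at an unadjusted p under 0.05 (the others gave from 586 to 1491). Over all 10 splits, 2 gave as many, and the larger count, 1922, came from the split of eGFP + LPS mice 1 and 2 with VEGF-C + LPS mouse 2, the mice with the lowest Ttr values. For an adjusted p under 0.05 the number was 1 of 4 and for an adjusted p under 0.1 it was 3 of 4, with 9 genes in another split. The real split was also the only 1 of 4 with as many as 20 gene sets in camera (at most 15 in the others), 17 in Fisher's exact test (at most 3) and 247 genes at an adjusted p under 0.1 in the negative binomial test (at most 41). Over all 10 splits the real split also gave the largest of these 3 counts, and the largest others were 15 sets, 4 sets and 96 genes. With 4 or 10 splits the share cannot fall under 0.05, so none of these counts can be told apart from a grouping that arose by chance.

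Proteins that the paper measured in the hippocampus were compared at the level of mRNA. The paper does not state whether the same mice were used for both. Il1b had a log2 fold change of 0.36 (adjusted p = 0.776 from limma), Dlg4, which encodes PSD-95, of -0.14 (adjusted p = 0.761) and Aif1, which encodes Iba1, of 0.50 (adjusted p = 0.803). Rbfox3, which encodes NeuN, had a log2 fold change of -0.41 (adjusted p = 0.512), lower in 3 of 3 VEGF-C + LPS mice, with an unadjusted p under 0.05 in 16 of 19 alternatives. Il6 had 10, 7 and 3 reads in the eGFP + LPS mice and 1, 3 and 1 in the VEGF-C + LPS mice, the latter all at or under the floor (adjusted p = 0.685). These values are of mRNA and say nothing of the proteins.

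Cytosolic ribosomal protein genes, drawn in Fig. 6D as a pathway, were higher in 77 of 81 genes in the VEGF-C + LPS group, with a mean log2 fold change of 0.20 (camera, adjusted p = 5.13e-13, from 2.57e-19 to 0.454 over the alternatives and 0.454 with the correlation between genes estimated for the set), but the set means of the groups overlapped (exact permutation test, p = 0.2). The set mean of log2(FPKM + 0.1) was 5.78, 5.46 and 5.40 in VEGF-C + LPS mice 1, 2 and 3. It was 5.34, 5.25 and 5.44 in the eGFP + LPS mice, so VEGF-C + LPS mouse 1 carried much of the change. Over the alternatives the mean log2 fold change ran from 0.085 to 0.28. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation with gene length of -0.0619, and other splits of the mice gave up to 0.148 in size. The median log2 fold change was 0.024 in the shortest 10% of genes and -0.058 in the longest 10%. Gene length may thus raise short genes such as these, but 0 of 10000 random sets matched on length and expression rose as much, which is against it as the full explanation. No other explanation was tested.

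Circadian clock genes, drawn in Fig. 6E as a pathway, had a mean log2 fold change of -0.26 (camera, adjusted p = 5.27e-05, from 1.17e-05 to 0.183 over the alternatives and 0.183 with the correlation between genes estimated for the set), lower in 17 of 20 genes and in 3 of 3 VEGF-C + LPS mice. A difference between the groups in the time of day of collection is a candidate explanation, under which the arms of the clock that peak at opposite times would move in opposite directions. Arntl, Clock and Npas2 had a mean log2 fold change of -0.16 with overlapping groups (exact permutation test, p = 0.2), and 10 genes of the other arm had -0.31 (exact permutation test, p = 0.1, the smallest possible). Both arms were lower, where the explanation calls for opposite directions, so its prediction was not met. The groups overlapped in the former arm, so its direction is not certain and the test does not rule the explanation out.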
